# Transcriptomic characters of cochlear vascular cells with pericyte-driven angiogenetic activity

**DOI:** 10.21203/rs.3.rs-8535400/v1

**Published:** 2026-01-23

**Authors:** Pingting Wang, Yunpei Zhang, Zhiqiang Hou, Jinhui Zhang, Xiaorui Shi

**Keywords:** Angiogenesis, Cochlea, Blood-labyrinth barrier (BLB), Endothelial cell, Pericytes, Single-cell RNA sequencing

## Abstract

The normal structure and function of inner-ear blood vessels, including the microvascular network of the stria vascularis (SV) within the blood-labyrinth barrier (BLB), are essential for auditory function. Despite this, the genetic and molecular characteristics of cochlear vasculature are largely unexplored. In this study, we used single-cell RNA sequencing to profile endothelial cells (ECs) and pericytes (PCs) from the adult mouse cochlea. We found a distinct genetic profile and a higher angiogenic potential than observed in the blood-brain barrier (BBB). Two subclasses of PCs were identified. Type 1 PCs, with high levels of α-smooth muscle actin (*Acta2*) and *Tagln*, are located on pre-/post-capillary zones. Type 2 PCs, characterized by low *Tagln* and high *Kcnj8/ Abcc9* levels, are found specifically in capillary regions. In an ex vivo explant model, both subclasses showed tip-like behavior during sprouting. Ligand-receptor analysis indicated active EC-PC communication. This communication is mediated by adhesive signals, gap junctions, and vesicle trafficking. Using dual fluorescent reporter mouse models, we showed for the first time that PCs can transition into tip cells by co-expressing NG2/PECAM-1 signals. This transition may occur from existing cells or progenitors within the vascular niche. Our findings define the molecular signature of cochlear vessels and identify PCs as targets to promote vascular regeneration. This could have implications for hearing restoration when cochlear blood flow is compromised.

## Introduction

The cochlea is a fluid-filled sensory organ that needs a tightly regulated microenvironment for auditory transduction [1–3]. This regulation is maintained by the blood-labyrinth barriers (BLB), which control solute movement between blood and inner-ear fluids (perilymph and endolymph) to maintain tissue homeostasis. A key BLB component is the interstitial fluid-blood barrier (ISFBB) of the stria vascularis (SV) [4, 5]. Prior work links ISFBB integrity to specialized endothelial tight junctions and low transcytosis, thereby restricting paracellular and vesicular transport and sustaining the endocochlear potential (EP) required for hair-cell function and hearing. Despite this functional importance, the molecular architecture of cochlear vasculature remains incompletely understood.

The ISFBB is supported by abundantly distributed strial PCs, specialized mural cells that ensheathe capillaries and share the basement membrane with ECs, allowing intricate cell-to-cell signaling between the two cell types [6]. Notably, the cochlea has the highest ratio of PCs to ECs among tissues [5]. PCs are essential for cochlear vascular integrity; loss of PCs leads to a leaky ISFBB [7]. However, how PCs communicate with ECs to maintain barrier function remains poorly understood. Previously, we showed that strial angiogenesis can be driven by PCs with tip-like behavior [8]. The EC-PC interactions that make this possible are still unclear. In this study, we isolated fresh ECs and PCs from adult mouse cochlea for single-cell RNA sequencing (scRNA-seq). We aimed to define EC transcriptional features, identify PC subclasses, and map EC-PC communication for the first time. We also examined ‘tip-associated’ transcripts in PCs and explored EC-PC dynamics using dual-reporter models and functional 3D explant assays. Cochlear vascular cells show a transcriptional bias toward angiogenesis-related pathways compared to the blood-brain barrier (BBB). This suggests there is greater remodeling competence in the adult cochlea [9].

PC ontogeny is classically attributed to embryonic mesenchyme and neural crest derivatives [10, 11], with tissue-specific contributions from mesodermal and ectodermal sources: for example, PCs in the brain, heart, and liver are derived from ectoderm, whereas PCs in most other organs typically originate from mesoderm [12]. Using inducible CreER reporters under the NG2 (Cspg4) promoter, a mural-cell marker [13], we performed lineage tracing and fate mapping to evaluate whether NG2-lineage progenitors contribute to adult angiogenesis in 3D explants. We identified NG2+ cells in the perivascular niche at E11.5-E13.5 that later acquired PC identity upon induction at E14.5-E18.5. In explant assays, both resident PCs and NG2-lineage progenitors contributed to sprouting, with PCs exhibiting PECAM-1 signal at the invasive front. Together, our study provides a transcriptomic and functional definition of strial vascular cells, highlights PC diversity and communication with ECs, and suggests that targeting PCs and their progenitors could restore vascular function and protect hearing in hypoxic or injury contexts, including noise exposure, aging, and Ménière’s disease.

## Results

### Transcriptomic profiling reveals homogeneous strial EC signatures with enrichment of angiogenesis-linked pathways

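Cells of the stria vascularis (SV), the vascularized epithelium of the cochlear lateral wall, were released with collagenase IV and papain from 20 cochleae of 10 Tie2-GFP mice aged 1 to 3 months and pooled into 1 library. In this reporter line GFP marks cells that use the promoter of the endothelial receptor gene Tek. According to the methods, cells were sorted by fluorescence when needed and loaded on the 10x Chromium 3′ platform. The authors deposited the number of unique molecular identifiers (UMIs) counted for each gene in each cell barcode, without normalization. The matrix header names Cell Ranger 7.0.0, and the genome build is not named. The library holds 633 barcodes, 32285 listed genes and 5432289 UMIs, with a median of 6956 UMIs and 2482 genes per barcode. The limits of the paper's methods were applied, namely 200 to 6000 genes, 200 to 30000 UMIs, at most 5% mitochondrial and at most 40% ribosomal UMIs. The mitochondrial limit was exceeded by 228 barcodes, 77 lay outside the limits on genes or UMIs, and 399 passed. Scrublet, used in place of the paper's scDblFinder, removed the 3 cells with the highest doublet scores, which left 396 cells with a median of 7423.5 UMIs. UMIs were log-normalized to 10000 per cell and clustered in Seurat with 10 principal components of 2000 variable features at a Louvain resolution of 0.5. The scale factor, the algorithm and the resolution are the paper's, the 10 components are those of its UMAP, and the number of features was chosen here. Genes the paper names were left out of the variable features, because genes that define a cluster cannot also be evidence for it. Genes found here by ranking, and the other genes of the arterial, venous, capillary, tip and stalk lists below, could take part in the clustering. A gene's level in a class of cells is given as CPM, its part of the UMIs summed over those cells scaled to a total of 1000000. All 10 mice are in 1 library, so there is no replicate, no test was run between groups of cells, and the 95% intervals (exact Poisson for CPM, exact Clopper-Pearson for shares, exact conditional binomial for ratios) cover counting error only.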

To identify EC features in the ISFBB, we performed scRNA-seq on freshly isolated ECs from 20 cochleae of Tie2-GFP endothelial fluorescence reporter mice. ECs were identified by distinguishing them from contaminating cell types based on Tie2 expression, with quality control (QC) processes to filter out low-quality cells and technical artifacts from the scRNA-seq data (Fig. S1a-d). 

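Clusters and cells were named by 15 endothelial and 14 mural markers other than the genes reported here, with Tek itself left out of the naming. Of the 396 cells, 356 were EC-like (89.9%, 95% interval 86.5 to 92.7) and held 2922428 UMIs, with a median of 7228 UMIs and 2577.5 genes. A cluster of 26 cells (6.57%, 4.33 to 9.47) carried the markers of both ECs and mural cells at a median of 17451.5 UMIs. The remaining 14 cells (3.54%, 1.95 to 5.86) carried more markers of another type, mostly of strial intermediate or basal cells. The share of EC-like cells was lowest, at 63.1%, under a stricter naming rule chosen after seeing the data, which leaves a cluster unnamed when any marker of another type is among its top genes. The cluster of 106 cells that it left unnamed detected 15 of the 15 endothelial markers. Tek UMIs were present in 76.1% of the EC-like cells (71.3 to 80.5), and in 49.7% after each cell was thinned at random to 2881 UMIs, with 38 shallower cells left out. In 128 barcodes with markers of strial intermediate or marginal cells, which should lack Tek, 0 had a Tek UMI, which allows a share of up to 2.34%, although their median depth was 13481.5 UMIs. The level of Tek in EC-like cells was 287 CPM (268 to 307).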

UMAP projection of the dataset revealed distinct transcriptomic profiles specific to a single, uniform cluster of strial ECs (Fig. 1a), distinct from the pronounced heterogeneity observed in ECs from other organs, including the brain, lung, and kidney [14–16]. 

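Clustered on their own, the EC-like cells fell into 3 clusters. Cluster 1 held 136 cells (38.2%) with a median of 8053 UMIs and was led by Rnd1, Kcnj2, Ch25h, Pfkfb3 and Casp4. Cluster 2 held 123 cells (34.6%) with a median of 6128 UMIs, and heat-shock genes (Dnaja4, Hspe1, Hsph1, Hspa1b, Dnajb1 and Hsp90aa1) were among the genes that led it. Cluster 3 held 97 cells (27.2%) with a median of 7170 UMIs and was led by S100a6, Slc6a6 and Alpl, with the connexin gene Gja4 among its top 10 genes. The number of clusters is set in part by the method. In 5 simulated data sets in which all 356 cells were drawn from 1 common expression profile at the observed depths, the same procedure also returned 3 clusters each time. Across the other processing settings the number of clusters of EC-like cells ranged from 2 to 4.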

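Scores for lists of arterial, venous and capillary genes, fixed before the data were examined, were averaged within each of the 3 clusters of EC-like cells. The spread is the highest minus the lowest cluster mean, in SDs of the score over cells. For 14 arterial genes (including Gja4, Gja5, Bmx, Sema3g, Vegfc and Hey1) the spread was 1.16, above 99.9% of 10000 random lists matched on expression, whose median was 0.280. Cluster 3 had the highest mean arterial score, 0.229, against 0.0501 in cluster 1 and 0.00594 in cluster 2. For 10 venous genes (including Nr2f2, Slc38a5 and Vcam1) the spread was 0.950, above 99.3% of the random lists, and the mean score was highest in cluster 1, at 0.179. The 11 capillary genes had a spread of 0.639, above 84.8% of the random lists. When the cells were clustered without any of the module genes among the variable features, an alternative chosen after seeing the data, the arterial spread was 1.09 and the venous spread 0.929. In the 5 simulated data sets of 1 population the spread reached at most 0.325 for the arterial, 0.501 for the venous and 0.740 for the capillary list. The arterial spread changed most with the resolution of the clustering and was 2.60 at a resolution of 0.3. Its lowest value, 0.704, came under the stricter naming rule. The cluster of 106 cells left out by that rule had Vegfc and Sema3g of the arterial list among its top genes. The lower value therefore describes the EC-like cells without that cluster.

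**Figure D1:**
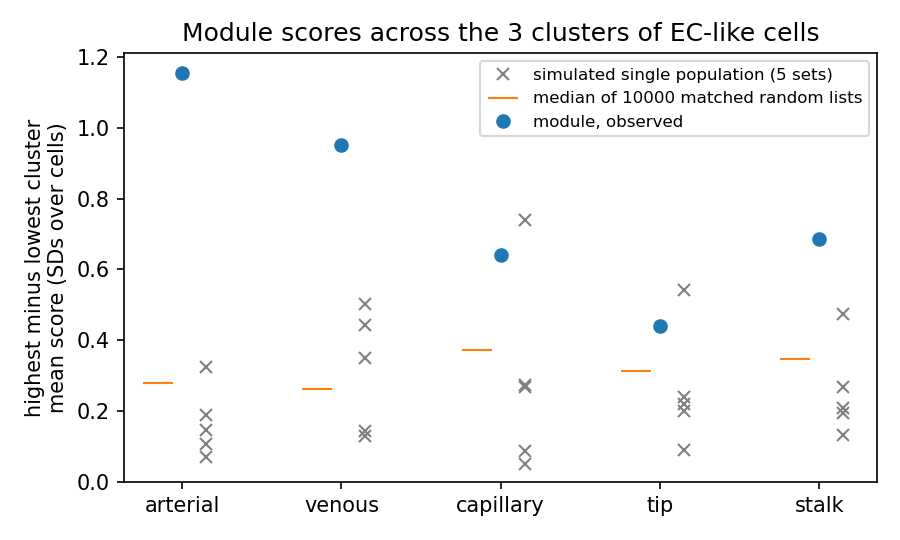
Spread of 5 module scores over the 3 clusters of EC-like cells. The vertical axis gives the highest minus the lowest cluster mean in SDs over cells; circles are the observed modules, crosses 5 simulated data sets of 1 population and bars the median of 10000 matched random lists. The arterial and venous circles, at 1.16 and 0.950, lie above every cross of their column.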

Although there appeared to be three clusters that were spatially mapped as adjacent and interdigitated within the stria (Fig. S1d), module scoring for arterial, venous, and capillary signatures failed to segregate them (Fig. S2a) [17]. Additionally, fixed tip/stalk separators that were not differentially stabilized were observed (Fig. S2b) [18], and our top-gene AUROC analysis did not identify any stable subtype-defining markers (Fig. S2c). 

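The tip and stalk lists were scored over the same clusters. For 11 tip-cell genes the spread was 0.440, above 71.8% of the matched random lists and below the 0.542 reached in simulated data of 1 population. For 9 stalk-cell genes it was 0.685, above 90.4% of the random lists, and the simulated data reached 0.474. Each gene was then scored by the area under the receiver operating characteristic curve (AUROC) for telling the cells of 1 cluster from the other EC-like cells, where 0.5 is no separation and 1 is complete separation. The highest value belonged to Glul in cluster 3, at 0.864, with UMIs in 98.97% of the cluster's cells and 70.3% of the others. Slc6a6 followed in the same cluster at 0.862, with UMIs in 84.5% of its cells and 18.9% of the others. The top gene of cluster 1 was Cebpd, at 0.809, and that of cluster 2 was Txnip, at 0.752. The next were Zfp36l1 (0.798) and Ier3 (0.793) in cluster 1, Egfl7 (0.734) and Hspa1b (0.703) in cluster 2, and Cxcl12 (0.765) in cluster 3. These genes took part in the clustering, which raises their AUROC. In the simulated data of 1 population, where the same holds, the highest AUROC was between 0.686 and 0.720. Across the other settings the highest AUROC of any gene was between 0.843 and 0.963.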

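All 13 endothelial genes of Fig. 1b had UMIs in at least 10% of the EC-like cells in every setting tried. The most abundant was Cldn5, on chromosome 16 of GRCm38 from 18776847 to 18778262, at 2237 CPM (2183 to 2292), with UMIs in 95.2% of cells. Slc2a1 reached 2088 CPM (2036 to 2141) and Flt1 1961 CPM (1910 to 2012), each in 98.0% of cells. Abcb1a, which encodes P-glycoprotein, stood at 1155 CPM (1116 to 1194) in 96.1% of cells. Cdh5 (746 CPM), Cd34 (720 CPM), Cd93 (712 CPM) and Pecam1 (662 CPM) were each found in at least 88.5% of cells. Kdr was present at 314 CPM (294 to 335) in 78.1% of cells, Tjp1 at 375 CPM in 83.1%, and the lowest levels were those of Vwf, 203 CPM (187 to 220) in 53.4% of cells, and Ocln, 101 CPM (89.4 to 113) in 48.3%. After thinning to 2881 UMIs the shares were 91.8% for Cldn5, 55.0% for Kdr, 36.2% for Vwf and 23.6% for Ocln. In the 128 deeper barcodes of intermediate or marginal cells, Cldn5, Flt1, Abcb1a, Cdh5, Cd34, Cd93, Pecam1, Kdr and Vwf had UMIs in at most 3.12%. Slc2a1 was less specific, with UMIs in 48.4% of those barcodes at 73.4 CPM, as were Tjp1 (28.9%) and Ocln (18.8%).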

Strial ECs expressed classic endothelial genes, including *Kdr* (*Vegfr2*), *Flt1* (*Vegfr1*), *Cldn5* (*claudin-5*), *Pecam1* (*Cd31*), *Cdh5* (*VE-Cadherin*), *Tek* (*Tie2*), and *Vwf* (Fig. 1b), with enriched adhesive protein expression of CD31, VE-Cadherin, and SLC2A1 (GLUT1) confirmed by immunofluorescence (Fig. 1c–d).

Further differential-expression (DE) analysis between cochlear ECs and brain ECs yielded a cochlear-upregulated gene set that, on PANTHER pathway analysis, was overrepresented in PDGF signaling (P00047), angiogenesis/blood vessel growth (P00005), EGF receptor signaling (P00018), and TGF-β signaling (P00052) (Fig. 1e) [9]. The volcano plot displays DE genes with brain ECs in blue and cochlear ECs in orange; angiogenesis-annotated genes up in cochlear ECs are highlighted in green (Fig. 1f). Together, our results demonstrate a specialized, transcriptionally homogeneous population of strial ECs with enhanced angiogenic potential in adult cochlea.

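The paper concludes that strial ECs are transcriptionally homogeneous from the UMAP projection, from the module scores and tip and stalk separators, which in its analysis did not divide the clusters, and from the AUROC ranking, in which it found no stable subtype-defining marker. It draws the angiogenic potential from the comparison with brain ECs, which were not analysed here.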

### scRNA sequencing identifies two subclasses of PCs located in distinct anatomical regions

The cochlear SV contains a rich PC population that plays a crucial role in maintaining cochlear vascular stability and integrity [19]. To investigate their transcriptional features in the SV, we isolated PCs from the cochleae of 10 NG2-DsRed PC reporter mice, for a total of 20 cochleae. 

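Cells of 20 cochleae from 10 NG2-DsRed mice aged 1 to 3 months were pooled into 1 library. In this line DsRed marks cells that use the promoter of Cspg4, which encodes the pericyte proteoglycan NG2. Dissociation and library preparation followed the same protocol as for ECs, and UMIs were again deposited as raw counts per gene and barcode, with software version 3.0.0 in the matrix header. The library holds 201 barcodes, 27998 listed genes and 1232599 UMIs, with a median of 4322 UMIs and 1899 genes per barcode. The limits of the paper's methods for PCs were 200 to 5000 genes and 200 to 20000 UMIs, with the same mitochondrial and ribosomal limits. Of the 201 barcodes, 32 exceeded the mitochondrial limit and 4 lay outside the limits on genes or UMIs. The 165 cells that passed had a median of 3921 UMIs and 1897 genes, and no doublet was removed at the assumed rate. The 2 reporter lines were processed as independent batches, so any difference between the EC and PC libraries includes the difference between batches. Their gene lists also differ, with 27040 Ensembl identifiers in both, of which 1227 carry different symbols, and genes were therefore matched by identifier.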

PCs were identified, distinguishing them from contaminating cell types based on NG2 expression, with quality control (QC) processes to filter out low-quality cells and technical artifacts from the scRNA-seq data (Fig. S3a-d). 

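Cspg4 was not used for naming. Of the 165 cells, 102 were mural-like (61.8%, 53.9 to 69.3), with a median of 3058 UMIs and 1608 genes and 360309 UMIs in all. A cluster of 53 cells (32.1%, 25.1 to 39.8) was led by endothelial genes (Ramp2, Ly6c1, Egfl7, Cd34, Cldn5 and Flt1), detected 15 of the 15 endothelial and 13 of the 14 mural markers, and had a median of 9247 UMIs. It was kept out of the mural-like class and is called the EC-led cluster. The other 10 cells (6.06%, 2.94 to 10.9) carried more markers of another type, 7 of them of intermediate cells. The share of mural-like cells rose most, to 72.7%, when cells with at least 2 endothelial and 2 mural markers were removed.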

UMAP projection revealed two transcriptionally distinct PC clusters, in contrast to the relatively homogeneous strial ECs (Fig. 2a). Both clusters expressed canonical PC markers, including *Cspg4* (*NG2*), *Pdgfrb, Rgs5*, and *Des*, but could be further distinguished by the expression of subtype-specific genes (Fig. 2b). 

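The 102 mural-like cells, clustered on their own, gave 2 clusters of 74 and 28 cells. The smaller cluster detected 9 contractile naming markers and is called Type 1-like (27.5% of mural-like cells, median 6297 UMIs), and the larger is called Type 2-like (72.5%, median 2719 UMIs). The share of Type 1-like cells was lowest, 18.6%, when the clusters were taken from the whole library. Simulated data sets of 102 cells from 1 population gave 1 cluster in each of 5 sets. The number of clusters ranged from 1 to 3 across settings, and it was 1 when cells with markers of both ECs and mural cells were removed. That removal took 88 of the 165 cells. Its endothelial markers include Esam and Emcn, found in 71.6% and 33.3% of mural-like cells, so mural-like cells were lost too. A division can be missed in fewer cells, so the single cluster does not show that the division came from mixed cells. The more deeply sequenced Type 1-like cluster was led by Pln, Cdkn1a, S100a6, Maff and Sorbs2, of which Cdkn1a and Maff are stress-response genes.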

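Each of these 4 genes had UMIs in well over 10% of the cells of both clusters. Rgs5 was the most abundant, at 6562 CPM (6174 to 6968) in Type 1-like and 10255 CPM (9813 to 10712) in Type 2-like cells. Pdgfrb stood at 707 CPM (583 to 848) against 2814 CPM (2585 to 3058), a log2 ratio of Type 1-like to Type 2-like of −1.99 (−2.30 to −1.70), and Cspg4 at 369 against 881 CPM, a log2 ratio of −1.26 (−1.70 to −0.83). Des ran the other way, at 522 against 268 CPM (log2 ratio 0.96, 0.45 to 1.48). The share of cells with a Cspg4 UMI was 85.7% in Type 1-like and 81.1% in Type 2-like cells, or 51.9% and 66.1% after thinning to 1858 UMIs, with 1 and 15 shallower cells left out. In 26 barcodes of intermediate cells of this library, at a median of 10153.5 UMIs, Cspg4 was found in 69.2% (125 CPM, 86.0 to 175), or 33.3% (15.6 to 55.3) after the same thinning, with 2 barcodes left out. In the same barcodes Pdgfrb and Rgs5 were each found in 11.5% and Des in 0, which allows up to 11.5%.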

The first cluster, designated Type 1 PCs, was enriched for *Tagln* (which encodes transgelin), *Acta2* (α-smooth muscle actin), and other cytoskeletal regulators such as *Myh11* (Fig. 2b). These markers suggested a more contractile phenotype consistent with mural cell function [20, 21]. 

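Tagln, on chromosome 9 of GRCm38 from 45929619 to 45936058, reached 5997 CPM (5627 to 6385) in Type 1-like and 339 CPM (263 to 431) in Type 2-like cells, a log2 ratio of 4.14 (3.79 to 4.52). For Acta2 the levels were 8240 and 359 CPM (log2 ratio 4.52, 4.17 to 4.88), and for Myh11 1278 and 127 CPM (3.34, 2.73 to 4.00). None of the 3 genes took part in the clustering. After thinning, Tagln UMIs were found in 81.5% of Type 1-like and 28.8% of Type 2-like cells, and Myh11 UMIs in 70.4% and 15.3%. The unthinned shares were 89.3% and 29.7% for Tagln and 78.6% and 18.9% for Myh11, while Tagln was found in 3.85% of the barcodes of intermediate cells and Myh11 in none. The ratio of Myh11 moved most, to 2.20, when the clusters were drawn from a random part of the UMIs and the ratio from the rest.

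**Figure D2:**
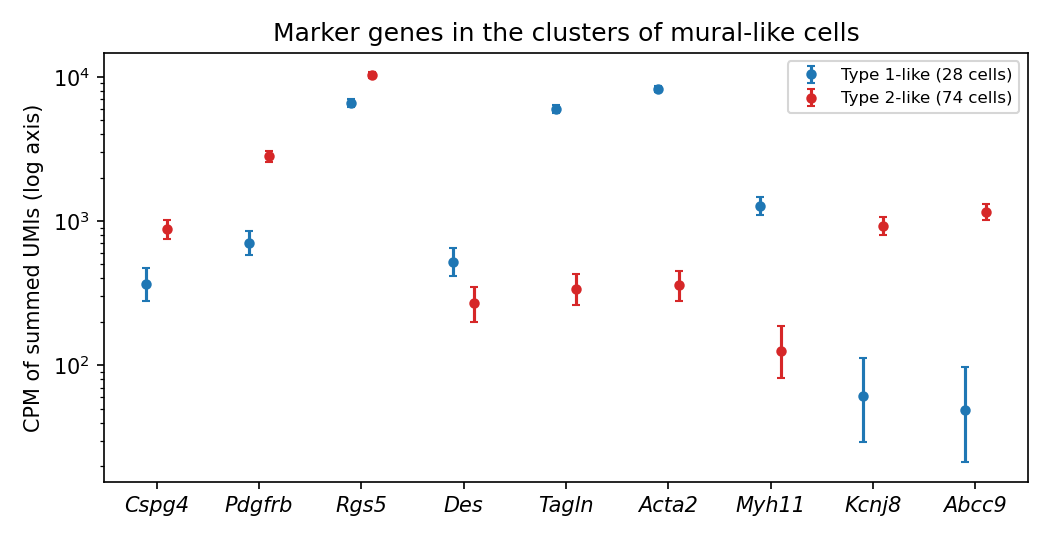
Levels of 9 genes in the 28 Type 1-like and 74 Type 2-like cells. The vertical log axis gives CPM of the UMIs summed over each class, and error bars are exact 95% Poisson intervals for counting error. Tagln, Acta2 and Myh11 are higher in Type 1-like cells, and Kcnj8 and Abcc9 in Type 2-like cells, with no overlap of the intervals.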

Immunofluorescence confirmed the presence of TAGLN+ PCs in pre- and post-capillary regions of the SV, where they co-localized with NG2+ mural structures; zoomed panels highlighted characteristic cell-leg processes encircling vessels (Fig. 2c). 

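Kcnj8 and Abcc9, which encode the pore-forming and regulatory subunits of a vascular ATP-sensitive potassium channel, are neighbours on chromosome 6 of GRCm38 (142564837 to 142571614 and 142587862 to 142702315). In Type 2-like cells Kcnj8 stood at 926 CPM (797 to 1071) and Abcc9 at 1159 CPM (1014 to 1319). In Type 1-like cells their levels were 61.4 CPM (29.5 to 113, from 10 UMIs) and 49.2 CPM (21.2 to 96.9, from 8 UMIs). The log2 ratios of Type 1-like to Type 2-like were −3.91 (−4.999 to −3.002) and −4.56 (−5.79 to −3.56). At equal depth Kcnj8 was found in 64.4% of Type 2-like and 11.1% of Type 1-like cells (68.9% and 17.9% unthinned), and Abcc9 in 76.3% and 14.8% (77.0% and 21.4% unthinned). Each had UMIs in 3.85% of the intermediate-cell barcodes. Both genes were left out of the clustering.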

The second cluster, designated Type 2 PCs, exhibited low expression of *Tagln* and was localized across true capillary networks, along with prominent expression of *Kcnj8* and *Abcc9*, in addition to other PC hallmarks (Fig. 2b, 2d). Quantification of subtype abundance was shown in Fig. 2e, and a schematic summarized their spatial relationship (Fig. 2f). 

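Genes were ranked by their log2 ratio between the clusters among those with UMIs in at least 10% of the cluster's cells and at least 50 UMIs over both clusters, with 0.5 counts added. By the ratio of summed UMIs alone, 2775 genes were higher in Type 1-like and 2338 in Type 2-like cells at the paper's minima (at least 10% of cells and a log2 ratio of at least 0.25). Mitochondrial, ribosomal and histone genes were left out, but the paper's Wilcoxon test and its removal of housekeeping genes were not applied, so these numbers are not those of its filter. The paper's Gene Ontology analysis of its top genes was not repeated here. Type 1-like cells were led by Pln, the phospholamban gene, with 77 UMIs against 0 in Type 2-like cells, at least 31.2-fold higher. It was followed by Cdkn1a (95 UMIs against 1, log2 ratio 6.27), S100a6 (79 against 1, 6.01), Acta2 and Csrp1 (96 against 5, 4.41). Pln was among the markers used for naming, and its level was 14.1 CPM in the EC-led cluster. Some of these genes were also abundant in other cells. Csrp1 stood at 727 CPM in the intermediate-cell barcodes against 590 CPM in Type 1-like cells. In the EC-led cluster Cdkn1a stood at 468 CPM and S100a6 at 169 CPM, against 584 and 485 CPM in Type 1-like cells. In Type 1-like cells Cldn5, Flt1 and Ptprb stood at 73.7, 55.3 and 79.9 CPM, against 2261, 986 and 713 CPM in the EC-led cluster. Esam differed less, at 393 against 609 CPM. Spp1, at 817 CPM in the intermediate-cell barcodes, had 0 UMIs in Type 1-like cells. These values argue against RNA of ECs or intermediate cells as the main source of Cdkn1a, S100a6 and Csrp1. RNA of further cell types was not excluded as a source.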

Gene Ontology (GO Biological Process) analysis of top 500 genes indicated that Type 1 PCs were enriched for response to laminar fluid shear stress (GO:0034616), muscle contraction (GO:0007219), Notch signaling pathway (GO:0007219), and regulation of collagen biosynthetic process (GO:0007219) (Fig. 2g). Type 2 PCs were enriched for regulation of basement membrane organization (GO:0110011), PDGF receptor signaling pathway (GO:0048008), positive regulation of integrin-mediated signaling pathway (GO:2001046), cell-matrix adhesion (GO:0007160), EC migration (GO:0043542), and positive regulation of transport (GO:0051050) (Fig. 2h).

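Spp1 led the ranking of Type 2-like cells, with 65 UMIs against 0 in Type 1-like cells. The 65 UMIs came from 12 cells (16.2%), a level of 329 CPM (254 to 419). Spp1 was also found in 76.9% of the intermediate-cell barcodes (817 CPM) and at 44.3 CPM in the EC-led cluster. The source of these UMIs was not tested. The next genes were Abcc9 and Kcnj8, then Plxdc1 (55 UMIs against 3) and Tnfrsf21 (53 against 4), with log2 ratios of Type 2-like to Type 1-like of 3.71 and 3.29. Of the 10 leading genes of both clusters, 4 were still among the leading genes when clusters and ratios came from separate random parts of the UMIs. A part holds fewer UMIs, so genes near the minimum of 50 UMIs can drop out for that reason alone. Spp1, Plxdc1 and Tnfrsf21 are such genes, as are Pln (77 UMIs against 0) and S100a6 (79 against 1) of Type 1-like cells. The 4 genes therefore do not show how well the ranking repeats.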

To further define strial PCs relative to other tissue contexts, we performed differential expression (DE) analysis of cochlear PCs versus brain PCs. PANTHER pathway analysis of cochlea-upregulated genes showed overrepresentation of angiogenesis-linked programs, including Notch signaling (P00045), Integrin signaling (P00034), Endothelin signaling (P00019), and TGFb signaling (P00052) (Fig. 2i) [9]. The volcano plot displayed DE genes (brain PCs, blue; cochlear PCs, orange), with angiogenesis-annotated transcripts up in cochlear PCs highlighted in green (Fig. 2j), including the *Col4a* series, *Vtn, Nrp1, Notch3*, and *Jag1*. Additionally, the expression of *Pdgfrb* and *Tagln* was higher in cochlear PCs than in brain PCs, reinforcing the identity and contractile properties of the Type 1 subset in the SV (Fig. 2j). Collectively, these findings demonstrated that cochlear PCs were not a homogeneous population but instead comprised two subclasses with discrete molecular signatures and spatial localization. This heterogeneity may underline the ability of PCs to both stabilize vascular architecture and contribute directly to angiogenesis in the cochlea.

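The paper reasons from the clusters of the UMAP, from the genes that distinguish them, from the Gene Ontology terms of each, and from the location of TAGLN and KCNJ8 staining along strial vessels, and concludes that cochlear PCs comprise 2 subclasses. The comparison with brain PCs was not analysed here.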

### Transcriptional analysis reveals EC-PC active communication

Transcriptional analysis revealed active communication between ECs and PCs. We identified several mechanisms of communication, including gap junctions, adhesive interactions, and paracrine signaling (Fig. 3a, 3d). 

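CellChat was not run. The pairs shown in Fig. 3a were instead tested for UMIs of both partners in at least 10% of the sending and receiving class, the share the paper's methods required, with EC-like cells of the Tie2-GFP library and mural-like cells of the NG2-DsRed library. All 49 pairs met it, 35 of them adhesive, 12 paracrine and 2 of gap junctions. The list was compiled from the figure after the data were seen, and the paper chose its pairs from the same libraries, so this count is not an independent test of them. The classes differ in depth, and with every cell thinned to 2077 UMIs, which left out 26 EC-like and 20 mural-like cells, 35 of the 49 pairs met the same limit.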

The size and color of the dots in the figures indicated interaction probability and relative expression in the sender and receiver populations, respectively, highlighting bidirectional signaling between ECs and PCs in the SV (Fig. 3a). Specifically, gap junctions were observed with connexin pairs GJA1 (CX43) and GJC1 (CX45). 

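Gjc1 was present in both classes but at a higher level in mural-like cells, 550 CPM (476 to 632) against 47.2 CPM (39.7 to 55.8) in EC-like cells, a log2 ratio of 3.54 (3.22 to 3.86). After thinning its UMIs were found in 60.98% of mural-like and 9.39% of EC-like cells (65.7% and 28.7% unthinned). Gja1 stood at 350 CPM (329 to 373) in EC-like cells, in 70.5% of them, or 41.8% after thinning. In mural-like cells 0 of 102 had a Gja1 UMI, which allows a share of up to 2.94%, and its level was at least 42.1-fold lower than in EC-like cells. Intermediate or marginal barcodes of the Tie2-GFP library had Gja1 UMIs in 1.56% and Gjc1 UMIs in 0.781%.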

At adhesion sites, endothelial integrin pairs and dystroglycan (DAG1) interacted with basement membrane ligands, consistent with the presence of PC-enriched transcripts for laminin and type IV collagen. 

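All 12 ligand genes of type IV collagen and laminin that enter the pairs were higher in mural-like than in EC-like cells, with counting intervals above 0 on the log2 scale, across libraries of different batches. The smallest difference was that of Col4a2 (log2 ratio 0.62, 0.34 to 0.89) and the largest that of Col4a5 (8.27, 6.37 to 11.34, from 76 UMIs against 2). Col4a1 was abundant in both classes, at 722 CPM in mural-like and 431 CPM in EC-like cells (log2 ratio 0.74). Lama2 stood at 264 CPM (213 to 322) in mural-like cells against 1.37 CPM in EC-like cells, and Lamc3 at 250 against 3.76 CPM. Of the receptor genes, EC-like cells had UMIs of Itgb1 in 83.4%, Itga6 in 85.1%, Itga1 in 63.8% and Itga3 in 18.3%, or 50.6%, 57.9%, 33.3% and 4.55% after thinning. In the deeper intermediate or marginal barcodes the unthinned shares were 75.8%, 35.2%, 1.56% and 9.38%. Dag1 was found in 41.9% of EC-like cells, below the 57.8% of those barcodes, so its share does not set EC-like cells apart. Those barcodes are other strial cells, which can use Dag1 themselves, so the share does not show the source of its UMIs. Cd63, at 1464 CPM in those barcodes, stood at 11.3 CPM in EC-like cells, so by that gene little of their RNA was present there. The 12 adhesive pairs that fell below the limit after thinning all contain Itga3.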

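Among the PC to EC signals, Pgf was found at 208 CPM in mural-like cells and in 0.562% of EC-like cells, while its receptor gene Flt1 had UMIs in nearly all EC-like cells and in 3.92% of mural-like cells. Mdk was found in 30.4% of mural-like cells (139 CPM, 103 to 183), against 42.3% of the deeper intermediate-cell barcodes (68.1 CPM), and Ncl was widespread, in 87.1% of EC-like, 58.8% of mural-like and 72.7% of intermediate or marginal barcodes of the Tie2-GFP library. In the opposite direction, Pdgfb (71.6% of EC-like cells, 239 CPM), Dll4 (48.0%, 103 CPM), Jag2 (44.4%, 94.1 CPM) and Edn1 (45.2%, 501 CPM) were each found in at most 3.12% of the intermediate or marginal barcodes. Pdgfa was found in 22.8% of EC-like cells and in 22.7% of those barcodes, which are deeper, while its level was higher in EC-like cells, at 46.5 CPM (39.0 to 55.0) against 23.9 CPM (17.2 to 32.3). In mural-like cells Pdgfa was higher than in EC-like cells, at 380 CPM (319 to 449) in 45.1% of cells. Gas6 had UMIs in 73.0% of EC-like cells, and in 53.1% of those barcodes. Jag1 was found in 31.2% of EC-like and 62.7% of mural-like cells. Of the receptors, mural-like cells had UMIs of Pdgfrb in 92.2%, Notch3 in 89.2%, Ednra in 70.6% and Axl in 48.0%. In EC-like cells these 4 were each found in at most 1.40%. Notch2 was found in 33.3% of mural-like cells but in 69.2% of the intermediate-cell barcodes. Its levels were 122 and 117 CPM, so it does not set mural-like cells apart from intermediate cells. Counted with the gap-junction pairs, 14 of the 14 pairs of genes met the 10% limit unthinned and 12 at equal depth, where Pdgfa-Pdgfrb and Gjc1-Gjc1 fell below it.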

We also noted pro-angiogenic signals from PCs to ECs, including PGF-FLT1 and MDK-NCL, as well as instructive signals from ECs to PCs, including PDGFB/PDGFA-PDGFRB, DLL4/JAG1/2-NOTCH2/3, GAS6-AXL, and EDN1-EDNRA. In contrast, the brain EC-PC signaling map was simpler and more EC-instructive (Fig. 3b) [9]. This pattern suggested a less transcytotic, more barrier-like endothelium that relied on EC-driven mural instruction and chemokine/adhesion tuning rather than PC-delivered matrix guidance.

At the ultrastructural level, we frequently observed numerous vesicles in both ECs and PCs (Fig. 3c). Further analysis indicated that vascular cells displayed vesicle-trafficking characteristics (Fig. 3d). 

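In mural-like cells the caveolin genes Cav1 and Cav2 had UMIs in 25.5% (133 CPM, 98.2 to 177) and 32.4% of cells (150 CPM, 113 to 196). Of the clathrin pathway, Cltc was found in 48.0% (205 CPM), Ap2m1 in 42.2% (200 CPM), Epn2 in 48.0% (247 CPM) and Dnm2 in 22.5% (80.5 CPM). Most cell types use these genes. In the 26 barcodes of intermediate cells, which were deeper, the shares were 57.7% for Cav1, 76.9% for Cav2, 80.8% for Cltc, 53.8% for Ap2m1, 50.0% for Epn2 and 46.2% for Dnm2. These shares alone do not set mural-like cells apart from intermediate cells. By level, Ap2m1 and Epn2 were lower in those barcodes, at 98.4 CPM (64.3 to 144) and 114 CPM (76.6 to 162), against 156 to 252 and 198 to 304 CPM for the intervals in mural-like cells. The intervals overlapped for Cav1 (68.1 CPM in those barcodes), Cav2 (151 CPM), Cltc (204 CPM) and Dnm2 (60.5 CPM). Of the vesicle markers, Cd63 was found in 83.3% (813 CPM, 723 to 912) of mural-like cells and in 92.3% of the intermediate-cell barcodes (1763 CPM). In EC-like cells, of the other library, it was found in 4.49% at 11.3 CPM. The log2 ratio of mural-like to EC-like was 6.17 (5.65 to 6.74), so Cd63 does set mural-like cells apart from EC-like cells. Of 15 genes of Fig. 3d, counted without its integrin genes Itga1, Itga6 and Itgb1, 9 or 10 had UMIs in at least 10% of both mural-like and EC-like cells, depending on the setting. In the main setting Itga1 and Itgb1 did so as well, in 59.8% and 86.3% of mural-like cells, and Itga6 did not (1.96%).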

PCs expressed *Cav1/2*, along with components of the clathrin-mediated endocytosis machinery (*Cltc/Ap2m1/Dnm2/Epn2*) and small extracellular vesicle markers (*Cd63/Cd81/Cd9*). ECs co-expressed *Cav1/2* with *Cavin1/2* and *Plvap*, along with clathrin genes and small EV markers (*Cd81/Cd9*), with *Cd81* relatively more abundant in PCs and *Cd9* more prevalent in ECs (Fig. 3d). Together, these data indicated intrinsic trafficking signatures and a greater number and diversity of EC-PC signals in a more angiogenic and remodeling-competent niche compared with brain EC-PC communication.

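EC-like cells had UMIs of Cav1 in 34.6%, Cav2 in 53.9%, Cavin1 in 82.3% (392 CPM), Cavin2 in 91.9% (841 CPM) and Plvap in 26.1% (57.5 CPM, 49.1 to 66.9). In the deeper intermediate or marginal barcodes of the Tie2-GFP library the shares were 31.2%, 32.0%, 28.9%, 3.91% and 1.56%. Matched by Ensembl identifier, Cavin1 was also present in mural-like cells, in 55.9% at 430 CPM (365 to 503), a log2 ratio of mural-like to EC-like of 0.13 (−0.12 to 0.38). Cavin2 and Plvap were not, with 4 UMIs and 1 UMI over the 102 mural-like cells. Cd81 stood at 1221 CPM (1110 to 1341) in mural-like against 701 CPM (671 to 732) in EC-like cells, a log2 ratio of 0.80 (0.65 to 0.95), and was found in 90.2% and 92.7% of cells, or 87.8% and 73.6% after thinning. It was as widespread in other strial cells, with UMIs in 89.1% of the barcodes from the Tie2-GFP library. Its level there was 834 CPM (792 to 878), above that of EC-like cells. In the intermediate-cell barcodes of the NG2-DsRed library it was 1018 CPM (900 to 1147), an interval that overlaps that of mural-like cells. With the EC-led cluster as the EC side, which includes mural RNA, the log2 ratio of Cd81 fell to 0.30. For Cd9 the levels were 361 CPM (301 to 428) and 325 CPM (305 to 347), a log2 ratio of 0.15 (−0.13 to 0.41), so no difference was detectable at this depth. UMIs of Cd9 were found in 38.2% of mural-like and 72.8% of EC-like cells (30.5% and 45.2% after thinning), an order that goes against the CPM. Barcodes of other strial cells carried Cd9 at similar levels, 305 CPM (64.8% of barcodes) in the Tie2-GFP and 409 CPM (88.5%) in the NG2-DsRed library. Neither class thus stood above those cells, which can use Cd9 themselves. With each cell weighted equally the log2 ratio of Cd9 changed sign, to −0.18, and it rose to 0.49 without cells carrying both kinds of markers and to 0.80 under the stricter naming rule. Both latter settings also drop cells of the classes compared.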

### 3D in vitro angiogenesis assays reveal dynamic interaction between ECs and PCs during sprouting angiogenesis

Previous research demonstrated that PCs function as tip cells, actively promoting the formation of new vascular sprouts [8]. However, the detailed mechanisms underlying this process remained incompletely understood. We first asked whether strial PCs carried tip-associated transcripts: scRNA-seq showed tip-cell marker expression within the PC population together with Pecam1 signal (Fig. 4a). 

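Of the genes shown in Fig. 4a, Nrp1 was the most abundant in the 102 mural-like cells, at 624 CPM (546 to 712) and in 76.5% of cells, or 62.8% after thinning to 1858 UMIs with 16 shallower cells left out, against 11.5% of the intermediate-cell barcodes. Pgf was found in 40.2% of mural-like cells (30.6 to 50.4), or 30.2% after thinning, and in 0 of the 26 intermediate-cell barcodes. Nid1 was found in 42.2% of mural-like cells and 46.2% of those deeper barcodes, or 29.1% and 16.7% after thinning, and its level was 258 against 56.8 CPM. Pecam1, on chromosome 11 of GRCm38 from 106654217 to 106750628, had 12 UMIs in 10 of the 102 mural-like cells (9.80%, 4.80 to 17.3), a level of 33.3 CPM (17.2 to 58.2). Of these, 7 UMIs were in 5 of the 28 Type 1-like cells (17.9%) and 5 in 5 of the 74 Type 2-like cells (6.76%). Some other endothelial genes lay almost wholly in Type 1-like cells, with 12 UMIs against 1 for Cldn5, 9 against 0 for Flt1 and 13 against 0 for Ptprb. Pecam1 was found in 1 of the 26 intermediate-cell barcodes (3.85%, 0.0973 to 19.6), and in 88.7% of the EC-led cluster of the same library at 484 CPM (424 to 549). Thinned to 1858 UMIs, 3.49% of the mural-like cells (0.725 to 9.86) had a Pecam1 UMI. In a separate draw at 1560 UMIs, 0 of 91 did, which allows a share of up to 3.30%, but the depth differs as well. Another draw at 1858 UMIs gave 7.41% of 27 Type 1-like and 5.08% of 59 Type 2-like cells, so the thinned share varies between draws. The level in mural-like cells was 6.89% (3.51 to 12.3) of that in the EC-led cluster. For 15 other endothelial genes the same percentage had a median of 2.53 and ranged from 0.409 for Ramp2 to 75.2 for Esam, and 4 of the 15 were at or above Pecam1.

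**Figure D3:**
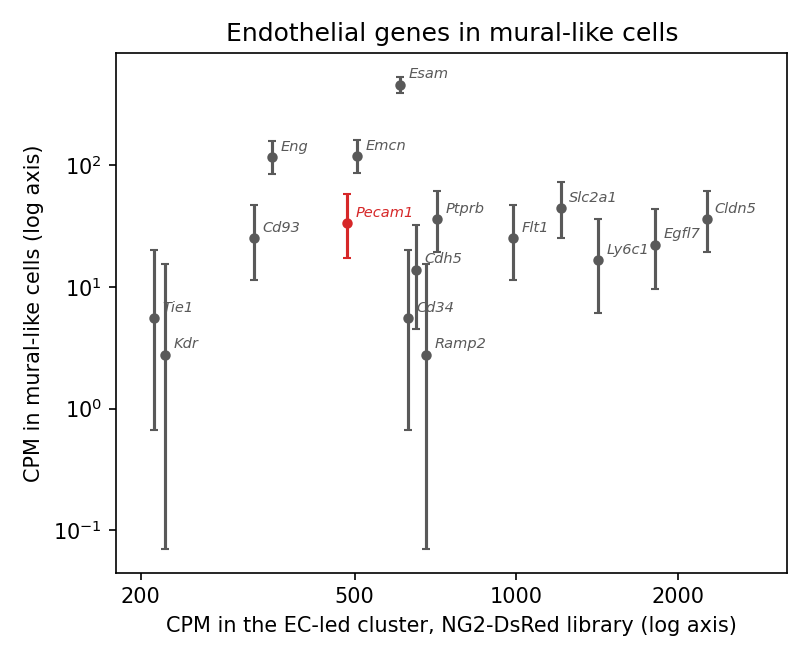
Levels of Pecam1 (red) and 15 other endothelial genes in the EC-led cluster (53 cells, horizontal log axis, CPM) and in the 102 mural-like cells (vertical log axis, CPM) of the NG2-DsRed library. Error bars are exact 95% Poisson intervals for counting error. Pecam1 lies at 484 and 33.3 CPM, and on the vertical axis it is below Esam, Emcn, Eng, Slc2a1, Cldn5 and Ptprb.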

To visualize tip dynamics in tissue, we used a dual reporter cross (Pecam1-EGFP × NG2-DsRed) that labeled ECs in green and PCs in red (Fig. 4b). In whole-mount SV, we observed NG2+ PCs (red), ECs (green), and cells with overlapping NG2/PECAM-1 signal (yellow) (Fig. 4c). Higher levels of PECAM-1 signal were especially observed in PCs that exhibited migratory characteristics such as protrusions or extended filopodia and detachment from blood vessel walls, features associated with normal angiogenesis or pathology after noise trauma [22] (Fig. 4d). In 3D strial explants, we noticed that PCs occupied the sprout front and exhibited tip-like behavior, initiating vascular sprouting. Specifically, during sprouting angiogenesis, we observed NG2+ tip PCs migrating forward, extending filopodia, and co-expressing PECAM-1 as leading cells. These cells drove the formation of a PECAM-1+ endothelial tube behind the specialized PCs. Meanwhile, NG2+ PCs with relatively low levels of PECAM-1 wrapped around the developing green fluorescent–labeled endothelial tube, providing stability to these emerging vascular structures (Fig. 4e). In slower-cadence live imaging, tip cells emerging from the tissue margin were consistently dual-positive (NG2+/PECAM-1+) over subsequent days, supporting PC-front tip presence with PECAM-1 detectability at the front (Fig. 4f). By contrast, in the brain, we did not detect NG2/PECAM-1 overlaps in whole-mount tissue (Fig. S5), consistent with lower angiogenic activity in brain microvessels. Together, these data supported PC-front, dual-labeled tips in the cochlea rather than non-overlapping, non-sprouting brain vasculature, highlighting tissue-specific angiogenic competence in the SV. Our findings positioned PCs as a driving force behind vascular sprouting in angiogenesis.

### PC progenitors persist in the stria vascularis and contribute to both PC maturation and angiogenic sprouting

To determine whether tip-leading PCs arose from resident PCs or from PC progenitors, we established an inducible PC dual fluorescent reporter mouse model, using hydroxy-tamoxifen (4OHT) induction during embryonic periods both before and after PC specification (Fig. 5a–g). Early induction between embryonic days E11.5 and E13.5, prior to PC integration, labeled an NG2-lineage perivascular population detectable in the adult SV (Fig. 5a). These ZsGreen^+^/DsRed^−^ cells were positioned along microvessels and extended processes toward the vessel wall without wrapping around them, while DsRed+ PCs were observed resting on blood vessels (Fig. 5b, 5d). In contrast, later induction between E14.5 and E18.5 labeled NG2-lineage cells that adopted a mature PC configuration exhibiting wrap-around morphology along vessels, consistent with maturation into PC identity (Fig. 5e–g). Lineage tracing revealed that NG2+ cells were PC progenitors.

To further investigate whether NG2-lineage progenitor cells maintained a strong commitment to PCs in adult mice, which play a crucial role in new blood vessel formation, we used *ex vivo* SV explants embedded in normal Matrigel, stimulated by Vegfa165, and performed time-lapse imaging on a Zeiss CellDiscoverer 7 microscope. In this dual-fluorescent background, resident PCs were DsRed+, while prenatal NG2-lineage non-PC progenitors were ZsGreen+ near blood vessels (Fig. 5c–d). Across independent preparations, we observed and tracked the migration and recruitment of prenatal NG2-expressing cells from perivascular niches as new vascular branches formed. We captured three distinct types of tip cells in Sample I: (1) ZsGreen+/DsRed+ dual-positive; (2) initially ZsGreen-only that gradually gained DsRed; and (3) DsRed-only PCs leading the sprout (Fig. 5h). Similar cellular dynamics were recorded in Sample II, including a dividing tip cell (Fig. 5i). These data identified NG2-lineage perivascular progenitors in the adult SV and showed that both resident PCs and PC progenitors could become tip cells leading vascular sprouts in adulthood, establishing dual cellular sources for tip behavior in the mature cochlea.

## Discussion

This study revealed, for the first time, a distinct transcriptional profile for vascular cells in the strial vasculature. Strial ECs are homogeneous and exhibit a high regenerative potential compared with the BBB in the central nervous system. In contrast to ECs, there are two subclasses of PCs present in the ISFBB. PCs and ECs communicate actively, demonstrating a significantly greater number of EC-PC signaling pathways than those in the BBB, most of which are associated with angiogenic process. Additionally, we identified PC progenitors within a vascular niche, where both PCs and their progenitors facilitate angiogenesis by acting as tip cells and transforming into EC-like cells. This research underscores the unique molecular signature of the ISFBB and highlights the potential of PCs for vascular regeneration, particularly in restoring hearing when the cochlear blood barrier is dysfunctional.

### Uniform ECs and diverse PCs in the stria vascularis

The ISFBB comprises ECs lining the inner surface of blood vessels in the SV, protecting the inner ear from toxins while allowing essential ions and nutrients into the cochlea [5]. Despite the significance of strial ECs, little is known about their transcriptional features, partly due to difficulties in isolating high-quality ECs from the smaller cochlear microvasculature. In this study, we used scRNA-seq to analyze freshly isolated ECs and PCs from the adult mouse cochlea. The results revealed a distinct genetic signature and a strong capacity for angiogenesis in strial vascular ECs. Unlike the heterogeneity observed in ECs from other organs [14–16], strial ECs exhibited a homogeneous profile, as canonical markers for arterial, venous, and capillary subtypes as well as tip and stalk state markers did not distinguish between populations (Fig. S2a-b) [17, 18]. Most of the strial vessels are predominantly capillaries [5]. Analysis of whole-cochlea scRNA-seq suggests strial vasculature is predominantly capillary (~ 80%) [23]. The homogeneity observed in our dataset appears to reflect the nature of the strial microvasculature. This may also be due to the limitations of our isolated EC population, which aims for high quality and viability. Strial ECs demonstrated high expression of key endothelial genes, including *Kdr, Flt1, Pecam1*, and *Cdh5*, as well as the energy transporter *Slc2a1 (Glut1)*, corroborating protein-level findings [24]. When comparing ISFBB ECs to brain ECs through DE followed by PANTHER analysis, we found that the genes differentially expressed in strial ECs were enriched for pathways related to angiogenesis, including PDGF signaling (P00047), blood vessel growth (P00005), EGF receptor signaling (P00018), and TGF-β signaling (P00052) (Fig. 1e) [9]. Together, our data indicate that strial ECs form a uniform and interconnected barrier that regulates vascular permeability, facilitates energy transport, and is transcriptionally primed for angiogenic remodeling.

The ISFBB also has a high PC population, which interacts closely with ECs. Our data reveal two transcriptionally distinct subclasses of PCs with complementary localizations and functions. Type 1 PCs (*Tagln*+/*Acta2*+, approximately 10% of PCs) are in pre- and post-capillary zones and have prominent cell bodies with several ring-like processes surrounding vessels. In contrast, Type 2 PCs (*Kcnj8*+/*Abcc9*+) are distributed throughout the capillary network and typically have rounded cell bodies and a few vessel-parallel processes that extend along endothelial tubes (Fig. 2a–f). GO Biological Process analysis of the top 500 genes shows that Type 1 PCs are enriched in laminar shear response, muscle contraction, Notch signaling, and collagen biosynthesis regulation. These features suggest that Type 1 PCs play roles in blood-flow regulation, vasomotor support, and extracellular matrix (ECM) modulation at capillary border zones (Fig. 2g). 

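In the AUROC ranking of Type 1-like against Type 2-like cells, Mustn1 scored 0.889 (rank 14), Vim 0.882 (rank 20) and Dstn 0.807 (rank 82). The levels in Type 1-like and Type 2-like cells were 1045 CPM (893 to 1214) and 75.9 CPM (42.5 to 125) for Mustn1, a log2 ratio of 3.78 (3.02 to 4.65). Vim stood at 1309 and 233 CPM (2.49, 2.03 to 2.98) and Dstn at 1505 and 375 CPM (2.01, 1.63 to 2.40). Mustn1 was found in 66.7% of Type 1-like and 13.6% of Type 2-like cells after thinning (85.7% and 16.2% unthinned), and in 0 of the 26 intermediate-cell barcodes. Vim and Dstn were common in those barcodes, at 88.5% and 73.1%. Part of an AUROC can come from depth, since Type 1-like cells were sequenced more deeply.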

AUROC-ranked top genes further support this contractile/matrix role—such as upregulation of *Vim*, which enhances PC adhesion and motility while increasing *Tagln, Dstn*, an actin-depolymerizing factor, which contributes to smooth muscle programs; and *Mustn1*, a microprotein secreted by arteriole-associated smooth muscle cells that promotes ECM remodeling—together supporting a force-coupling function (Fig. S3e) [25–27]. In contrast, Type 2 PCs are strongly enriched for basement-membrane organization, vascular transport, tissue homeostasis, regulation of VEGFR signaling, cell-matrix adhesion, integrin-mediated signaling, blood circulation, and positive regulation of intracellular signal transduction, indicating a matrix-interactive, signaling-competent capillary PC state that supports barrier/transport functions and tunes endothelial responsiveness (Fig. 2h). Consistently, AUROC-top markers link Type 2 PCs to ECM-adhesion signaling, membrane/regulatory signaling, and ion/redox handling: *Vtn/Sparc* provide ECM-based routes for PC–EC coupling and barrier control [28, 29], *Malat1* points to stress-adaptive/transcriptional regulation [30], and *Cp* suggests local iron buffering (Fig. S3e) [31]. 

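For Type 2-like against Type 1-like cells, the AUROC was 0.861 for Malat1 (rank 3), 0.849 for Vtn (rank 5), 0.792 for Cp (rank 7) and 0.769 for Sparc (rank 18). Malat1, a nuclear noncoding RNA, made up 124515 CPM in Type 2-like and 69284 CPM in Type 1-like cells (log2 ratio of Type 1-like to Type 2-like −0.85, −0.88 to −0.81) and stood at 61267 CPM in the intermediate-cell barcodes. The levels of Vtn were 7041 and 1978 CPM (−1.83, −2.01 to −1.66), those of Sparc 2126 and 1112 CPM (−0.93, −1.19 to −0.68) and those of Cp 602 and 79.9 CPM (−2.91, −3.87 to −2.09). Vtn was found in 94.9% of Type 2-like and 55.6% of Type 1-like cells after thinning (98.6% and 64.3% unthinned), against 7.69% of the intermediate-cell barcodes. Cp was found in 71.6% of Type 2-like cells and 50.0% of those barcodes.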

Given their K-ATP composition and the presence of nearby *Kcnj10*+ intermediate cells, Type 2 PCs likely sense metabolic and potassium micro-gradients. Together with ion currents derived from the epithelium, they may contribute to endolymph homeostasis and support the endocochlear potential [7, 19, 32]. Compared with brain pericytes, cochlear PCs show a relatively stronger angiogenesis-linked transcriptional bias. In our cochlea-versus-brain differential analysis, cochlear PCs preferentially upregulated pathways associated with sprouting and matrix interaction—including Notch, integrin, endothelin, and TGF-β signaling—consistent with a remodeling-competent state in the stria vascularis.

### Active and angiogenic EC-PC communication and PC-led tip behavior in the adult stria vascularis

Interactions between PCs and ECs are essential for maintaining the integrity and functionality of blood vessels. In this study, we identified that EC-PC interactions occur through direct contact, matrix anchorage, and vesicle-mediated signals in a coordinated manner. 

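Jam2 had UMIs in 62.9% of EC-like cells (163 CPM), against 64.8% of the intermediate or marginal barcodes of the Tie2-GFP library (279 CPM), and in 4.90% of mural-like cells. Its share does not set EC-like cells apart from those barcodes. Cells of those types can use Jam2 themselves, so the share does not show the source of its UMIs. Jam3 was found in 37.9% of EC-like and 32.4% of mural-like cells (63.0 and 139 CPM), or 9.39% and 26.8% after thinning, and in 3.12% and 7.69% of the barcodes of other strial cells in the Tie2-GFP and NG2-DsRed libraries.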

Several mechanisms of EC-PC communication were highlighted, including gap junctions (GJA1/CX43, GJC1/CX45), tight junction-associated adhesion (JAM2/JAM3), adhesive cell-matrix interactions, and paracrine signaling (Fig. 3a, 3d). The adhesive interactions are anchored by basement-membrane components such as collagen IV and laminins, which engage specific endothelial integrin pairs (ITGA1/ITGB1, ITGA3/ITGB1, ITGA6/ITGB1) and DAG1 (Fig. 3a). This is consistent with the presence of type IV collagen and laminin-enriched PCs in the cochlear lateral wall. Additionally, inner-ear literature indicates that collagen IV, laminin, and heparan sulfate proteoglycans (HSPGs) regulate labyrinthine fluid dynamics and cochlear barrier function [33]. PCs are recognized producers of basement-membrane components (type IV collagen, laminins, nidogen-1, perlecan, fibronectin) and modulators of matrix metalloproteinases (e.g., MMP2/MMP9), thereby stabilizing the vascular wall and tuning EC behavior [34–37]. In line with this, we observed strong communication probabilities between COL4A1-COL4A6 and integrin receptors, emphasizing collagen IV-integrin coupling as a primary adhesive mechanism. Pathologically, both animal models of Alport syndrome and human patients demonstrate compromised integrity of the matrix interface [38, 39]. Individuals with Alport syndrome often experience progressive hearing loss due to mutations in *Col4a3, Col4a4*, and *Col4a5*, underscoring the critical role of basement-membrane integrity in auditory outcomes [39]. Additionally, defects in basement-membrane collagen can be primary causes of hearing loss—for instance, COL4A2-related basement-membrane dysfunction has been linked to syndromic hearing loss via capillary and microcirculatory disturbance in the cochlea [40]. Beyond adhesion, strial vascular cells display distinct characteristics in vesicle trafficking: PCs express *Cav1/2* with *Cltc/Ap2m1/Dnm2/Epn2* and small-EV markers (*Cd63/Cd81/Cd9*), whereas ECs co-express *Cav1/2* with *Cavin1/2* and *Plvap*, along with clathrin genes and small EV markers (*Cd81/Cd9*) (Fig. 3d). Notably, *Cd81* is relatively more abundant in PCs, whereas *Cd9* is more prevalent in ECs. At the ultrastructural level, we observed numerous vesicles in both ECs and PCs; their precise identities (e.g., endosomes) remain to be defined (Fig. 3c). In contrast, the relationship between brain ECs and PCs is relatively simpler and more EC-instructive (Fig. 3b) [9]. This correlates with prior reports that brain endothelium is less transcytotic and more barrier-like, relying on EC-driven mural instruction and chemokine/adhesion tuning rather than PC-delivered matrix guidance [41–43]. Overall, our transcriptomic analysis of vascular-cell interactions reveals a complex communication architecture in the SV: PCs supply and remodel the basement membrane (COL4A1-COL4A6/laminins) and deliver vesicular signals, while ECs integrate these matrix and paracrine inputs via integrins/DAG1 and signaling receptors to coordinate barrier function.

In addition to the communicative signals mentioned above, we also identified a directional, angiogenesis-skewed signaling architecture between PCs and ECs in the adult SV. On the PC-EC axis, PGF-FLT1 (VEGFR1) and MDK-NCL emerged as prominent pro-angiogenic cues, consistent with perivascular cells priming EC migratory/survival programs. On the EC-PC axis, we detected instructive signals that traditionally support mural recruitment, guidance, and specialization, including PDGFB/PDGFA-PDGFRB, DLL4/JAG1/2-NOTCH2/3, GAS6-AXL, and Edn1-Ednra. Compared with the brain, the cochlea exhibited a richer, more diverse repertoire of PC-EC pathways, with a larger proportion linked to angiogenic and matrix-interaction processes (Fig. 3a, 3b). We observed that several genes associated with tip cells, particularly *Nrp1*, which encode neuropilin-1 (a VEGF coreceptor), were expressed by PCs (Fig. 4a). Prior studies demonstrated that PCs could function as tip cells that lead angiogenic sprouts, challenging the traditional view that only specialized ECs possess tip-cell identity. The presence of tip-associated transcripts within the PC compartment supported the hypothesis that PCs may lead the angiogenic sprouting. To further differentiate between ECs and PCs as potential tip sources in the SV, we used cell-type-resolved reporters with a functional 3D sprouting assay and slower-cadence live imaging under VEGFA stimulation, allowing direct, simultaneous observation of DsRed-labeled PCs and EGFP-labeled ECs (Fig. 4b). In whole-mount SV, we observed NG2+ PCs (red), ECs (green), and a subset of dual-positive NG2+/PECAM-1+ cells (yellow) (Fig. 4c–d). In explants, the invasive front was occupied by NG2+ tip PCs that migrated with filopodia and co-expressed PECAM-1, while NG2+ PCs without PECAM-1 sometimes wrapped the trailing PECAM-1+ endothelial tube (Fig. 4e). These observations aligned with our prior report that PCs acting as tip-leading cells initiate sprouting in culture. These findings also indicated that tip PCs were specialized PCs, distinct from PCs wrapping newly generated branches. By contrast, brain whole-mounts and explants lacked NG2/PECAM-1 overlap (Fig. S5). We assessed the activity of angiogenesis in the brain under the same conditions, but we did not see significant angiogenesis during the 5-day culture period (data not shown). However, the lower level of angiogenic activity in the adult brain compared to the adult cochlea does not imply that angiogenesis does not occur in the brain. In fact, significant angiogenesis activity has been consistently observed when the brain is under hypoxic conditions or during the development of brain tumors[44]. Finally, we identified both PC subclasses, contractile Type 1 and less-contractile Type 2, as participating in sprouting as tip cells (Fig. S4), suggesting that angiogenic capacity is shared across the PC lineage rather than confined to a specific subtype.

### The developmental origin of PCs and the source of tip cells in the adult stria vascularis

Are tip cells derived from existing PCs or from PC progenitors? PCs are generally believed to originate from embryonic mesenchyme and the ectoderm-derived neural crest [10, 11]. However, studies have shown they can also be trans-differentiated from tissue-resident mesenchymal stem cells [45] and glial populations [46, 47]. We previously reported a significant presence of NG2 (*Cspg4*)-expressing cells in the SV of the adult cochlea that express NG2 during early development but lose or fail to maintain NG2 expression in adulthood [48]. The presence of prenatal NG2-expressing cells in perivascular niches raised the question of whether these cells are PC precursors. In this study, we used lineage tracing and fate mapping with an inducible dual-fluorescence NG2 reporter model (NG2-CreER-ZsGreen; NG2-DsRed). We activated Cre recombinase between E11.5 and E13.5, prior to the emergence of PCs, and observed ZsGreen+ non-PC cells in the perivascular niche (Fig. 5a–d). When Cre was activated after E14.5 (E14.5-E18.5), some NG2-ZsGreen+ cells differentiated into PCs that integrated into blood vessels, indicating that NG2-lineage cells can serve as PC progenitors (Fig. 5e–g). To further investigate the origin of tip cells during new branch assembly *in vitro*, we obtained tissue samples from an animal model before PC appearance and used automated time-lapse imaging to track the spatial dynamics of all NG2-expressing cells (Fig. 5h–i). Our findings indicated that both PC progenitors and existing PCs could function as tip cells involved in angiogenesis.

### Summary

This study introduces a unique molecular signature for the cochlear vasculature within the SV, emphasizing the transcriptional uniformity of ECs and the diversity of PCs. It also highlights the interactions between PCs, their progenitors, and ECs that drive angiogenesis and demonstrate regenerative capabilities. Dysfunction of this blood barrier has been linked to hearing disorders, suggesting that targeting PCs and their signaling pathways may offer a promising approach for promoting vascular regeneration and restoring hearing.

## Methods

### Animal models

The mouse strains used in this study include B6.Cg-*Gt(ROSA)26Sor^tm6(CAG-ZsGreen1)Hze^*/J (R26^ZsGreen^, JAX # 007906), Tg(Cspg4-DsRed.T1)1Akik/J (NG2^DsRed^, JAX #008241), B6.Cg-Tg(Tagln-cre)1Her/J (Tagln^Cre^, JAX #017491), B6. C57BL/6-Tg(Pecam1-EGFP)1Linli/J (Pecam1^EGFP^, JAX # 033111), Tg(TIE2GFP)287Sato/J (TIE2-GFP, JAX #003658), and B6. Cg-Tg(Cspg4-cre/Esr1*)BAkik/J (NG2^CreER^, JAX # 008538), which were originally purchased from Jackson Laboratory. All transgenic mice were inbred in the lab and were validated and genotyped for the study. Both male and female mice were used.

For fate mapping experiments investigating PC progenitors, R26^ZsGreen^ mice were crossed with NG2^CreER^ mice. Cre-mediated recombination was induced between embryonic days 11.5 and 13.5 or 14.5 and 18.5. The embryonic development stage was defined relative to the detection of a vaginal plug, designated as E0.5. To induce recombination, pregnant dams were administered intraperitoneal injections of 4-hydroxytamoxifen (4-OHT, Hello Bio, Cat# HB6040) at a dose of 75 μg/g body weight once between the injection windows, supplemented with 37.5 μg/g of corn oil (Sigma Aldrich, Cat# C8267) to mitigate the risk of fetal abortion. All animal experiments reported were approved by the Oregon Health & Science University Institutional Animal Care and Use Committee (IACUC IP00000968).

### Stria vascularis dissections and immunostaining

The cochleae were isolated and fixed in 4% paraformaldehyde (PFA) overnight at 4°C. Following fixation, tissues were washed three times with 1× PBS and the strias were carefully dissected. For TAGLN (Abcam, Cat# ab14106), VE-Cadherin (Abcam, Cat# ab33168), CD31 (Abcam, Cat# ab7388), and GLUT1 (Abcam, Cat# ab15309) labeling, strias were first permeabilized in 0.5% Triton X-100 for 30 minutes at room temperature (RT), followed by blocking in 10% GS and 1% bovine serum albumin (BSA) in 1× PBS for 1 hour. Samples were then incubated overnight at 4°C with the corresponding primary antibody, diluted in 1% BSA. For KCNJ8 (Invitrogen, Cat# MA5-27679) labeling, samples were incubated in a blocking/permeabilization solution consisting of 0.25% Triton X-100 and 10% goat serum (GS) in 1× PBS for 1 hour at RT. Tissues were then transferred into the primary antibody solution, diluted in the same blocking/permeabilization buffer, and incubated overnight at 4°C.

After primary antibody incubation, all samples were washed three times with 1× PBS and then incubated with fluorescence-conjugated secondary antibodies (diluted in blocking/permeabilization buffer) for 1 hour at RT. Samples were again washed three times with PBS, mounted on glass slides using Antifade Mounting Medium with DAPI (Vector Laboratories, Cat# H-1000), and imaged under a 10x, 20x, or 63x objective using either an Olympus FV1000 laser-scanning confocal microscope (Olympus, Japan) or Zeiss LSM980 confocal microscope (Zeiss, Germany). Specifically, we utilized Z-stack (1 μm per step, ~ 20 steps) imaging to capture the desired layer of the SV. Laser intensity, step size, and resolution were kept consistent across all scans to ensure comparability.

### Cochlea frozen sections and immunolabeling

Cochleae from the WT young mice were dissected and fixed in 4% PFA overnight. Following fixation, tissues were decalcified overnight using bone decalcifier (Decal Chemical Corporation, Tallman, NY), dehydrated in 30% sucrose, and embedded in OCT compound (Sakura Finetek, Cat# 62550). Serial mid-modiolar cryosections (7 μm) were prepared and washed in PBS for 15 min to remove residual OCT. Sections were permeabilized with 0.5% Triton X-100 (Sigma-Aldrich) for 30 min and blocked for 1 h in 10% normal goat serum prepared in PBS. Primary antibody incubation was performed overnight (12–16 h) at 4°C using anti-GLUT1 (Abcam, Cat# ab15309). After washing, sections were incubated with fluorescence-conjugated secondary antibodies for 1 hour at 37°C. Finally, samples were washed for 30 min, mounted using Antifade Mounting Medium with DAPI (Vector Laboratories, Cat# H-1000), sealed in 20% glycerol, and imaged with an FV1000 Olympus laser-scanning confocal microscope (Olympus, Japan).

### Transmission Electron Microscopy

Cochleae from 6-week-old C57/6J mice were perfused and fixed in a fixative of 4% (wt/vol) PFA and 0.1% (vol/vol) glutaraldehyde (Electron Microscopy Sciences, Hatfield, PA) in 0.1 mol/L phosphate buffer overnight. Strial tissues were dissected and post fixed in 1% osmium (Electron Microscopy Sciences, Hatfield, PA). Tissues were dehydrated with a graded alcohol series and embedded in Embed 812 (Electron Microscopy Sciences). Sections (1 μm thick) were made to identify the blood vessels with light microscopy, when the area of interest was visible. Ultrathin sections (80 nm thick) were obtained, using a diamond knife (Diatome, Hatfield, PA) and an AO/Reichter ultracut-E microtome (Microtome Service Company, Liverpool, NY), mounted on formvar-coated single-slot copper grids, and counterstained with 1% aqueous uranyl acetate (Electron Microscopy Sciences) for 1 hour. Systematic analysis was made in tissue sections containing the microdissected stria vascularis. Transmission electron microscopy observations and digital image capture were made using an FEI Tecnai transmission electron microscope T12 TEM-120 KV (Hillsboro, OR). All sections are systematically analyzed at low (1100× to 3200×) and higher-magnification view (4000× to 11,000×). All sections were studied for the presence of vesicles in the ECs, PCs, and perivascular basement membrane alterations (ie, thickening and disruption).

### Ex vivo strial tissue explants and angiogenesis assays

The stria vascularis was microdissected from the cochlea and trimmed into small explants approximately 2–3 mm^3^ in size. Tissues were embedded in Corning^®^ Matrigel^®^ Basement Membrane Matrix (LDEV-free, Cat. #354234) or growth factor reduced (GFR) Matrigel^®^ (LDEV-free, Cat. #354230) pre-coated culture dishes and maintained in a humidified incubator at 37°C with 5% CO_2_. For angiogenesis induction, explants were cultured in phenol red–free endothelial basal medium (ScienCell Cat. #1001-prf) supplemented with recombinant rat VEGFA165 (BPS Bioscience Cat. #91008), penicillin-streptomycin (P/S), and fetal bovine serum (FBS).

For explants embedded in GFR Matrigel, the culture medium consisted of ECM basal medium supplemented with 2% FBS, 1% P/S, and VEGFA165 (50 ng/mL). Sprouting consistently initiated around day 5 and explants were maintained for 7 days. For explants embedded in regular (non-GFR) Matrigel, the culture medium consisted of ECM basal medium supplemented with 10% FBS, 1% P/S, and VEGFA165 (50 ng/mL). Sprouting consistently initiated around day 3 and explants were maintained for 5 days. Culture medium is replaced every 3 days. Explants were subsequently processed for endpoint analysis or prepared for live time-lapse imaging depending on the experimental objective.

### Slower-cadence live imaging

Strial explants from Pecam1-EGFP; NG2DsRed dual-reporter mice were embedded in standard Matrigel and cultured for 3 days under the angiogenic conditions described above. Explants were imaged on a Zeiss LSM 980 confocal microscope using a 10× objective under live-support conditions (5% CO_2_, 37°C) on days 3, 4, 5, and 7. Specifically, we utilized Z-stack (3 μm per step, ~ 70 steps) imaging to capture the desired layer of the explant. Laser intensity, step size, and resolution were kept consistent across all scans to ensure comparability.

### Time Lapse Imaging

Strial explants from NG2-CreER-ZsGreen; NG2DsRed dual-reporter mice (4OHT induced at E13.5) were embedded in standard Matrigel and cultured for 3 days under the angiogenic conditions described above. Explants were then transferred to a Zeiss Celldiscoverer 7 widefield system equipped with environmental control (37°C, 5% CO_2_). Imaging was performed with a Plan-Apochromat 5×/0.35 objective and 2× Optovar (effective magnification 10×) using 2×2 tile acquisition to cover the entire explant. At each timepoint, green and red fluorescence channels were acquired together with transmitted light (brightfield). Fluorescence illumination used LED modules at 470 nm (green channel) and 567 nm (red channel), each at 25% output; brightfield used the transmitted-light LED at 1% output. Exposure times were 200 ms (470 nm), 250 ms (567 nm), and 5 ms (brightfield). Images were collected on a Hamamatsu camera via a 1× camera adapter. Full Z-stacks were acquired at 3 μm steps, and time-lapse imaging was performed every 2 h for 72 h. Illumination and exposure settings were held constant within each experiment and adjusted only as needed to minimize photobleaching and phototoxicity.

### Single-cell RNA Sequencing Sample Preparation

For single-cell RNA sequencing of stria vascularis (SV) vascular cells, we prepared two independent batches of samples. In the first batch, temporal bones were harvested from Tie2-GFP reporter mice (1–3 months old; n = 10), and in the second batch from NG2-DsRed reporter mice (1–3 months old; n = 10). Immediately after euthanasia, temporal bones were removed and placed in ice-cold Leibovitz’s L-15 medium (Gibco, Cat# 11415064). Under a dissecting microscope, the cochlear lateral wall was opened from apex to base, and the SV was carefully microdissected from each cochlea. For each strain, SV tissue from both ears (20 capsules total per batch) was pooled in 1.5 mL microcentrifuge tubes containing L-15 on ice. Pooled SV tissue from each mouse line was transferred into 1 mL of L-15 supplemented with collagenase IV (Gibco, Cat# 17104019) and DNase I (Roche, Cat# 10104159001) and gently minced with sterile fine scissors. The tissue was incubated at 37°C for 30 min with gentle shaking (~100 rpm) to digest the extracellular matrix. The collagenase solution was then carefully removed and replaced with an EBSS-based (Gibco, Cat# 14170161) papain solution containing papain (20 U/mL) (Wathington Biomedical, Cat# LS003118), 1 mM L-cysteine (Sigma Aldrich, Cat# C7352), 0.5 mM EDTA (Invitrogen, Cat# 15575020), 15 mM HEPES (Gibco, Cat# 15630080), and DNase I. Samples were incubated for an additional 30 min at 37°C. During papain digestion, the tissue was gently triturated every 10 min using a 1000 μL pipette tip to promote formation of a single-cell suspension while minimizing mechanical stress. Following digestion, an equal volume of Leibovitz’s medium containing 20% ovomucoid protease inhibitor (Wathington, Cat# LS003085) was added to quench papain activity. The cell suspension was then passed through a cell strainer (20–70 μm) to remove undigested fragments and large debris. Flow-through cells were collected and centrifuged at 300 × g for 5 min at 4°C. The pellet was washed twice with PBS containing 0.04% BSA, then resuspended in PBS/0.04% BSA for downstream processing.

An aliquot (~10 μL) of each suspension was used to assess cell concentration and viability using an automated cell counter with trypan blue (Gibco, Cat# 15250061). Only suspensions with > 80–85% viable cells were used for single-cell capture. When enrichment of vascular populations was required, single-cell suspensions were subjected to fluorescence-activated cell sorting (FACS) to isolate Tie2-GFP–positive ECs or NG2-DsRed–positive PCs. Gates were set on forward/side scatter to exclude debris and doublets, followed by selection of GFP + or DsRed + events; sorted cells were collected into tubes containing 0.04% BSA in PBS kept on ice. Immediately after counting (and sorting, when applicable), cell suspensions were adjusted to the desired concentration for 10x Genomics capture (typically ~ 500 cells/μL) in PBS/0.04% BSA. Cells from each batch (Tie2-GFP SV and NG2-DsRed SV) were loaded separately onto a 10x Genomics Chromium microfluidic chip, targeting recovery of several thousand single cells per sample. Single-cell encapsulation, cell lysis, barcoded reverse transcription, and library construction were performed according to the manufacturer’s protocol (Chromium Single Cell 3’ chemistry, 10x Genomics). The total amount of time from euthanasia to loading cells onto the Chromium chip was approximately 3 hours for all preparations.

### Single-cell RNA Sequencing Data Analysis

Raw 10x Genomics data were processed in R using Seurat (v5.1.0). Pericyte (PC) and EC (EC) datasets were handled separately for quality control, normalization, and clustering. For PCs, cells were retained if they had 200-5,000 detected genes and 200–20,000 total RNA counts; for ECs, thresholds were 200-6,000 genes and 200 – 30,000 counts. Cells with high mitochondrial content (> 5%) or high ribosomal gene content (> 40%) were excluded. Doublets were identified with scDblFinder and removed prior to analysis. Gene expression was normalized with LogNormalize (scale.factor = 10,000), highly variable features were selected, data were scaled across all genes, and principal component analysis (PCA) was performed. UMAP was computed using the top 10 principal components, and clustering used the Louvain algorithm at resolution 0.5. Cluster identities were assigned by canonical markers (e.g., *Pecam1, Cdh5, Tek, Cspg4, Pdgfrb*), and clusters were manually annotated as EC, Type 1 PC, and Type 2 PC. We identified positive marker genes for each PC subclass using a Wilcoxon rank-sum test (minimum log2 fold change 0.25, expressed in ≥ 10% of cells). From these candidates, we removed housekeeping genes, as well as mitochondrial, ribosomal, and histone genes using name-based filters. The remaining genes were ranked by average log2 fold change within each subclass, and the top 500 per subclass were exported for GO Biological Process enrichment. To infer ligand–receptor signaling between EC and PC populations, we merged EC and PC objects without batch integration to preserve biological differences across reporter lines and analyzed them with CellChat (v2.1.2) using the mouse ligand-receptor database. Putative interactions were filtered by overexpression criteria requiring expression in ≥ 10% of cells, a log fold-change threshold of 0.10, and a nominal p-value filter of 0.20. Communication probabilities were then estimated with a truncated-mean approach (10% trim) on raw log-normalized data, without spatial distance weighting, and scaled by population size, followed by pathway-level inference and network aggregation. The identical pipeline and thresholds were applied to the brain dataset for matched comparisons. Pathway-level and pairwise interactions were summarized with chord and bubble visualizations.

To assess region-specific vascular expression, single-cell RNA-seq for young mouse brain (GSE129788) was processed with the same workflow. Brain cells were filtered at 200-6,000 detected genes, 500-4,000 RNA counts, mitochondrial content < 5%, and ribosomal content < 15%. After normalization, scaling, PCA, UMAP, and clustering, ECs and PCs were extracted by canonical markers and merged separately with their cochlear counterparts. Differentially expressed genes (DEGs) between cochlear and brain ECs and PCs were computed by Wilcoxon rank-sum test with log2 fold change > 0.25 and adjusted p < 0.05. DEG lists were submitted to PANTHER for pathway enrichment. A subset of angiogenesis-annotated genes was highlighted on volcano plots to visualize cochlea-upregulated vascular programs. In parallel, ligand–receptor communication analysis was performed on the brain EC-PC dataset using the identical CellChat pipeline and thresholds as for cochlea, enabling matched, pathway-level comparisons.

## Supplementary Material

This is a list of supplementary files associated with this preprint. Click to download.

• supplementaryfigures.docx

## Figures and Tables

**Figure 1:**
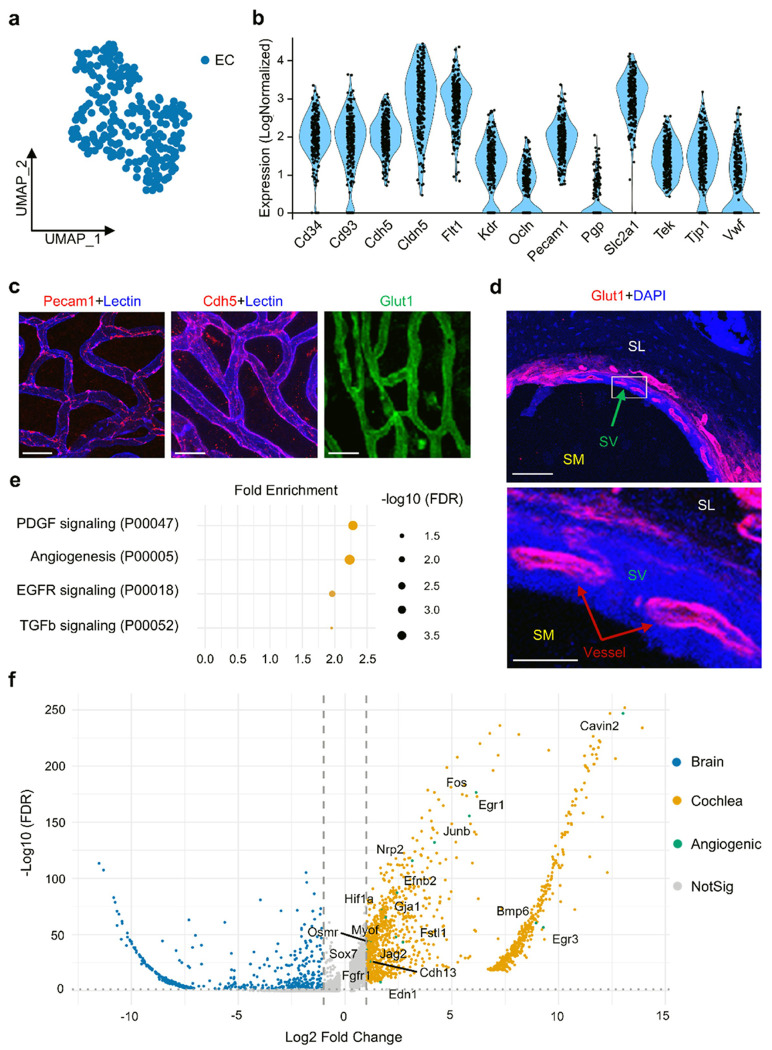
Transcriptomic and protein features of strial ECs (ECs). (a) UMAP showing a single, homogeneous EC cluster from adult mouse SV identified by Seurat (b) Expression of canonical EC markers: *Cd34, Cd93, Cldn5, Cdh5 (VE-cadherin), Flt1(Vegfr1), Kdr (Vegfr2), Olcn, Pecam1 (Cd31), Pgp (Abcb1), Slc2a1 (Glut1), Tek (Tie2), Tjp1 (ZO-1), Vwf*(c) Immunofluorescence staining of CD31, VE-Cadherin, and GLUT1 (SLC2A1) in SV; Scale bar: 20μm (d) Immunofluorescence staining of GLUT1 on cochlear cryosection. Top: low-magnification overview; bottom: high-magnification view of the boxed region; Scale bars: 50 μm (top), 10 μm (bottom);SM: Scala media, SL: Spiral ligament, SV: Stria vascularis (e) PANTHER pathway enrichment of genes upregulated in cochlear ECs vs. brain ECs (f) Volcano plot of differentially expressed genes: brain ECs (blue) and cochlear ECs (orange); angiogenesis-annotated genes up in cochlear ECs (green)

**Figure 2:**
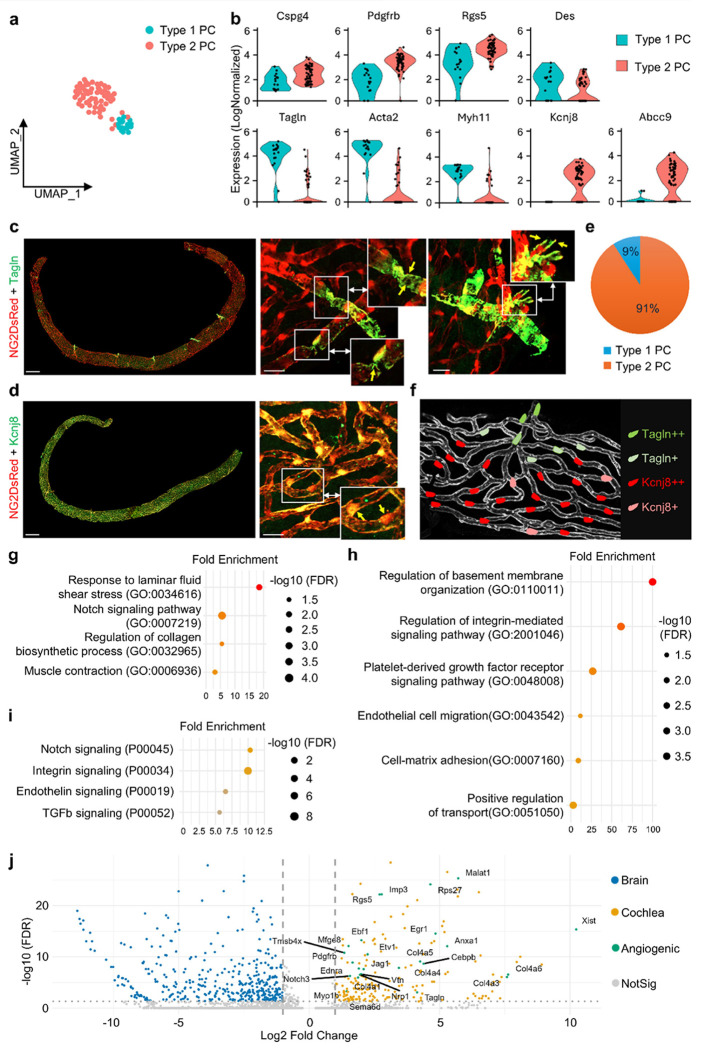
Heterogeneity of cochlear strial PCs revealed by scRNA-seq and validation. (a) UMAP of strial PCs showing two clusters (b) Violin plot of canonical PC markers (*Cspg4/ NG2, Pdgfrb, Rgs5, Des*) and subtype markers distinguishing Type 1 and Type 2 PCs (c)Immunofluorescence staining of TAGLN in SV, confirming spatial distribution of Type 1 PCs; Scale bars: left, 250 μm; right panels, 20 μm;Squared regions in the right panels are shown magnified on the right side;Yellow arrows in the magnified panels indicate characteristic PC processes encircling the vessel wall (d) Immunofluorescence staining of KCNJ8 in SV, confirming spatial distribution of Type 2 PCs; Scale bars: left, 250 μm; right, 20 μm;Squared region in the right panel is shown magnified on the right side; In the magnified panel, the left yellow arrow marks a KCNJ8++ PC and the right yellow arrow marks a KCNJ8+ PC (e) Quantification of Type 1 vs. Type 2 PC abundance (f) Schematic illustration represents spatial differences between Type 1 and Type 2 PCs (g) GO Biological Process enrichment (top 500 genes) in Type 1 PCs (h) GO Biological Process enrichment (top 500 genes) in Type 2 PCs (i) PANTHER pathway enrichment of genes upregulated in cochlear PCs vs. brain PCs (j) Volcano plot of differentially expressed genes: brain PCs (blue) and cochlear PCs (orange); angiogenesis-annotated genes up in cochlear PCs (green)

**Figure 3:**
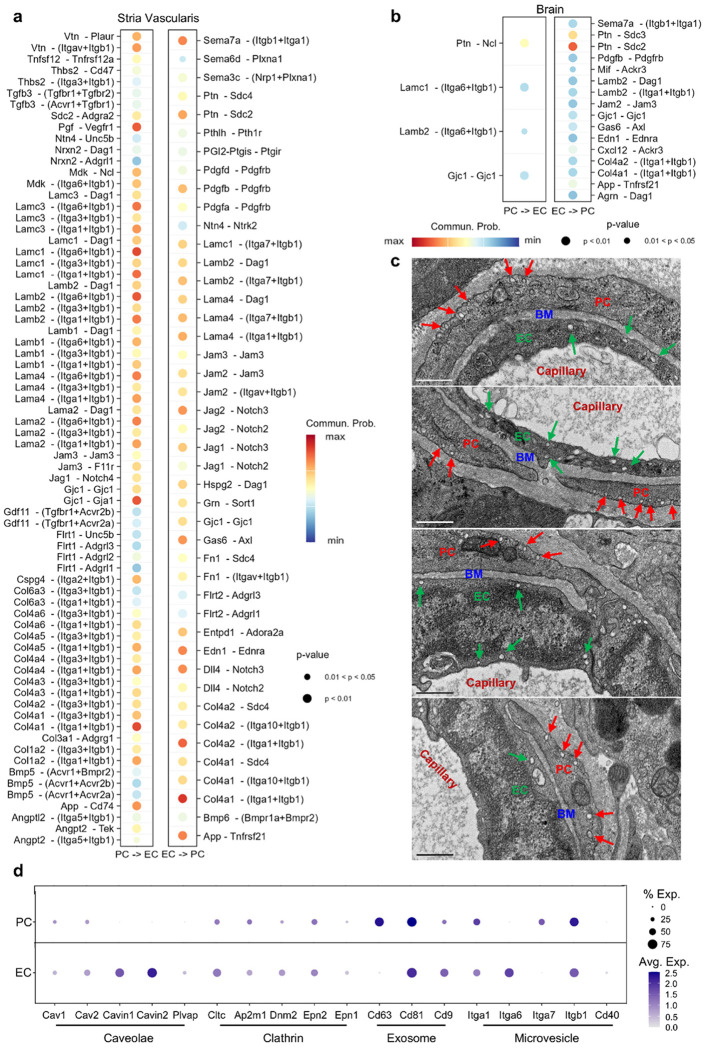
EC-PC communication and vesicle/trafficking programs in the stria vascularis. (a) Bubble plot (CellChat) of predicted ligand-receptor interactions between strial ECs and PCs;Dot size indicates p-value; color reflects communication probability (b) Bubble plot of predicted EC-PC interactions in the brain (c) Transmission electron microscopy (TEM) of SV ultrastructure, highlighting PCs (red), basement membrane (BM, blue), ECs (green), and capillary lumen (dark red). Colored arrows indicate representative vesicles in PCs and ECs;Scale bar: 500 nm (d) Vesicle/trafficking gene programs in strial PCs and ECs;Groups: caveolae core (*Cav1, Cav2, Cavin1, Cavin2, Plvap*), clathrin endocytosis (*Cltc, Ap2m1, Dnm2, Epn1/Epn2*), small-EV markers (*Cd63, Cd81, Cd9*), and microvesicle-associated integrins (*Itga1/Itga6/Itga7, Itgb1*) plus *Cd40*

**Figure 4:**
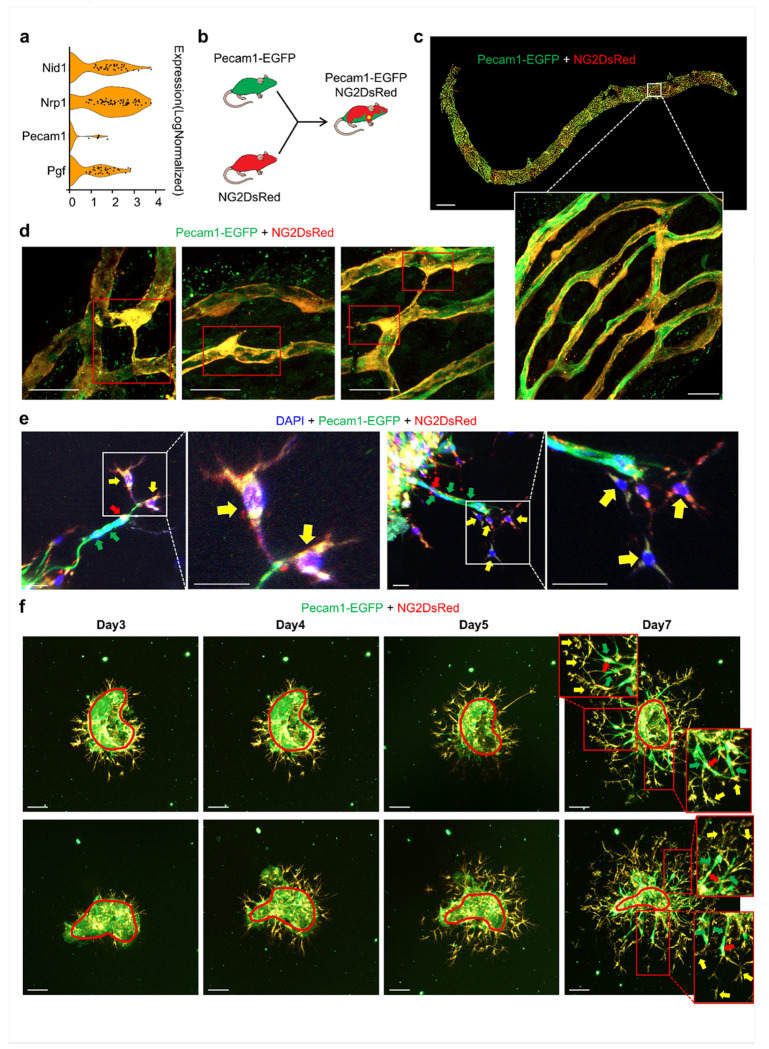
Tip-cell markers in PCs and NG2+/PECAM-1+ tip behavior in explant culture. (a) Expression of tip-cell markers and Pecam1 within the PC population by scRNA-seq (b) The creation of the dural ECPC reporter mouse model by crossing an Pecam1-EGFP mouse with an NG2DsRed mouse (c) Whole-mount SV showing ECs (green), PCs (red), and dual-positive NG2+/PECAM-1+ cells (yellow); Scale bar: 100 μm; The boxed region is shown magnified below;Scale bar: 20 μm(d) Magnified regions of whole-mount SV highlighting migrating NG2+ PCs co-expressing PECAM-1;Scale bar: 20 μm (e) SV explants cultured in growth-factor reduced Matrigel for 7 days and High-magnification images of tip cells at the sprout front co-expressing NG2 and PECAM-1;Scale bar: 20 μm (f) Slower-cadence live imaging of SV explants cultured in normal Matrigel from day 3 to day 7; Tissue bodies are circled; Scale bar: 100 μm; Boxed regions are shown at higher magnification; yellow arrows indicate tip cells, green arrows indicate EC stalk cells, and red arrows indicate recruited PCs

**Figure 5:**
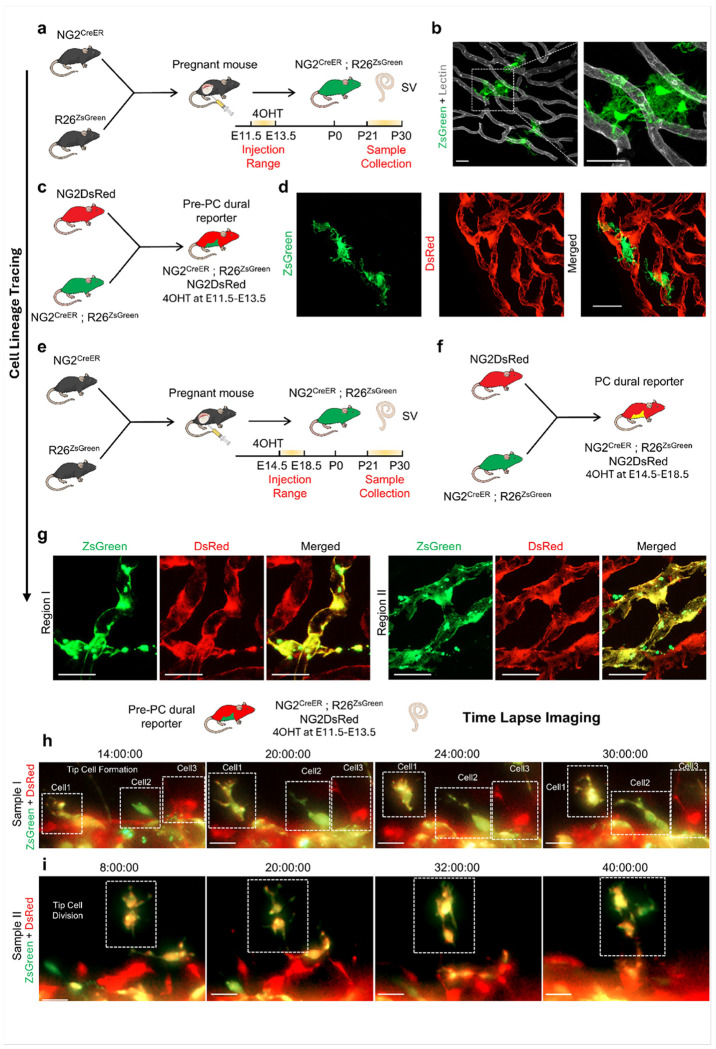
Fate mapping and live imaging identify NG2-lineage PC progenitors in the stria vascularis. (a) Experimental setup of 4OHT injections between E11.5 and E13.5 to label PC progenitors (b) Representative image of PC progenitors (green) in NG2-CreER-ZsGreen mouse stria labeled with lectin (c) The creation of the pre-PC dural NG2-CreER-ZsGreen; NG2DsRed transgenic mouse model by crossing an inducible NG2-CreER-ZsGreen mouse with an NG2DsRed mouse, with Cre recombination occurring at E11.5-E13.5 (d) Representative image of PC progenitors (green) in dural NG2-CreER-ZsGreen; NG2DsRed mouse stria (e) Experimental setup of 4OHT injections between E14.5 and E18.5 to trace progenitor maturation (f) The creation of the PC dural NG2-CreER-ZsGreen; NG2DsRed transgenic mouse model by crossing an inducible NG2-CreER-ZsGreen mouse with an NG2DsRed mouse, with Cre recombination occurring at E14.5-E18.5. (**g**) Representative image showing PC progenitors (green) transferring PCs in dural NG2-CreER-ZsGreen; NG2DsRed mouse stria (h) Time-lapse imaging of strial explant (sample I) from a dural NG2-CreER-ZsGreen; NG2DsRed mouse triggered at E13.5 at multiple time points showing three distinct cell types: one that co-expresses both reporters (cell 1), one that initially expresses only NG2-CreER-ZsGreen but gradually turns yellowish (cell 2), and one that only expresses NG2DsRed (cell 3) (i) Similar cellular events were observed in sample II. The highlighted tip cell is in the process of dividing; Scale bar: 20 μm

## Data Availability

All data supporting the findings of this study are available within the article and its Supplementary Information. Raw and processed single-cell RNA-seq data generated in this study have been deposited in GEO under accession GSE312224. Public brain single-cell data used for comparative analyses were obtained from GEO accession GSE129788[9].

How the deposited data were processed for this re-analysis (not part of the article)

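Single cells of the stria vascularis were measured in 2 libraries made with the 10x Chromium 3′ platform, 1 from 10 Tie2-GFP mice and 1 from 10 NG2-DsRed mice, with 20 cochleae in each. The authors deposited raw UMI counts per gene and cell barcode for both libraries. The matrix headers name Cell Ranger 7.0.0 for the Tie2-GFP library and software version 3.0.0 for the NG2-DsRed library. The genome build is not named, nor is it stated whether intronic reads were counted. Brain data, to which the paper compares both cell types, were not analysed here.

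The filters on genes, UMIs, mitochondrial and ribosomal percent were those of the paper's methods. Scrublet (scanpy 1.11.5) scored doublets, and the highest-scoring cells were removed up to 0.8% per 1000 barcodes, which came to 3 cells of the Tie2-GFP library and 0 of the NG2-DsRed library. Its automatic threshold marked 28 and 5 cells. Clustering used Seurat 5.3.0 in R 4.3.3 (the paper used version 5.1.0), with the Louvain algorithm. Sums, intervals, thinning and module scores were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Module scores used 24 expression bins and 10000 random lists. Gene coordinates are those of the GENCODE M21 annotation of GRCm38, joined by Ensembl identifier.

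Cell types were rebuilt from marker genes fixed before the data were examined, as were the planned comparisons, the genes taken from the paper and most alternatives. A cluster was EC-like or mural-like when at least 3 markers of that type were detected in 25% of its cells, mixed when it detected at least a share of 0.5 of both lists, and unnamed when at least 2 markers of another type, and more than of its own, were among its top 10 genes. The limits of 25% and 0.5 were written after a first look at the clusters. Other parts of this rule were also set after seeing the data. The limit of 2 markers replaced a limit of any marker, under which 1 cluster of 106 cells with Alpl among its top genes was unnamed, and the earlier limit was kept as an alternative. Cells of a named cluster with at least 3 markers of another type, and more of its UMIs than of the cluster's type, were left out after seeing the data. In the Tie2-GFP library these 14 cells were 6 intermediate, 3 basal, 2 marginal, 1 epithelial, 1 erythroid and 1 macrophage, and in the NG2-DsRed library 10 cells were 7 intermediate, 2 endothelial and 1 basal. No cell was assigned to leukocytes other than macrophages, fibrocytes, Schwann cells or bone cells.

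The genes named are those the paper names for the cochlear cells alone, the top 3 genes by AUROC of each EC cluster, and the top 5 by ratio of each PC cluster. Reported genes were left out of the variable features, apart from the AUROC and leading genes, which were not known in advance. Genes of the module lists that were not reported for another reason were left out only in an alternative. With 1 library per condition no test between conditions, p-value or count of changed genes was computed. Levels are CPM of summed UMIs with exact Poisson intervals. Shares of cells have Clopper-Pearson intervals, and a count of 0 is given with the limit that 3 counts would set. Where depths differ, cells were also thinned at random to the 10th percentile of the UMI counts, and thinned shares are single draws. These can differ widely where cells or UMIs are few: at 1858 UMIs, Nid1 was found in 16.7% of background barcodes in 1 draw and in 4.17% in another. Background is the share in barcodes with markers of strial intermediate or marginal cells, before the mitochondrial limit, 128 in the Tie2-GFP and 26 in the NG2-DsRed library. These are cells of other types, which can use a gene themselves, so background is not a measure of free RNA.

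The steps were tested on simulated counts. With 200 of 1253 genes changed 4-fold between Type 1-like and Type 2-like cells, the ratio had the right direction for 100% of changed genes and its interval held the true value for 96.5% of genes. With 200 of 14846 genes changed 4-fold between groups of EC-like cells, the lowest adjusted Rand index between clusters and groups was 0.504 over 5 sets. For 102 mural-like cells (11870 genes) it was 0, since 1 of the 5 sets was not divided, so a division of this size can be missed. The alternatives tried were the doublet rule, the mitochondrial and ribosomal limits, the variable features, resolutions of 0.3 and 0.8, 20 principal components, clusters of the whole library or from a random part of the UMIs, thinning, equal weights of cells, the genes listed in both files, a truncated mean for the pairs and the naming rule. Gene Ontology, PANTHER, scDblFinder and CellChat steps were not repeated.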

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

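Cells of other strial types were present in both reporter libraries, and the paper states that contaminating cell types were told apart by Tie2 or NG2 expression, without naming them. The tests named here were all chosen after the result was seen.

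In the Tie2-GFP library, 94 of 633 barcodes (14.8%, 12.2 to 17.9) carried markers of strial intermediate cells, the pigment cells of the SV. They had a median of 15179.5 UMIs, with Dct in 100% and Tyr in 92.6% of them, and 84 exceeded the mitochondrial limit at a median of 9.36%. The endothelial genes Pecam1 and Cdh5 were found in 3.19% and 0% of them, so few of these droplets held an EC as well. Whether they entered through the sort or were loaded without sorting was not tested, and no biological explanation was tested. The NG2-DsRed library held 26 such barcodes of 201 (12.9%, 8.63 to 18.4).

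In the Tie2-GFP library 40 barcodes (6.32%, 4.55 to 8.51), 6 of them counted among the 94 as well, carried markers of marginal cells, the epithelial cells that secrete potassium into endolymph. Kcne1 was found in 85.0% and Kcnq1 in 77.5% of them, and Pecam1 in none. Dct UMIs in 60.0% show that RNA of intermediate cells was present in these droplets too. The median mitochondrial share was 20.0%, and 35 of the 40 exceeded the limit of 5%. With the limit at 10%, EC-like cells made up 74.1% of the library in place of 89.9%.

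In the NG2-DsRed library, 53 of 165 cells (32.1%) formed a cluster led by endothelial genes. Of these, 40 also carried mural markers, at a median of 10808.5 UMIs, 3.53 times that of mural-like cells, and 13 did not, at a median of 4163 UMIs. The assumed doublet rate would give 0.3 collisions among cells of different type. Random collisions would also pair cells of both sexes, and of the 56 mixed cells of both libraries with a UMI of Xist or a Y-linked gene, 1 had both (1.79%, 0.0452 to 9.55) where random pairing would give 47.0%. The values argue against collisions of cells from different mice. Capture of ECs together with the mural cells attached to them is a candidate explanation, since mixed cells of the Tie2-GFP library also had 2.41 times the median UMIs of EC-like cells. A cell type that uses both sets of genes was not tested and stays open. For the 13 cells without mural markers, endothelial cells in the sort or an unsorted fraction could not be told apart.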

How the results depend on the processing

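Each result was recomputed under the alternatives, 306 values in all. In 35 of these the alternative removed or restored no cell of the library used, so the value could only be the same. Of the other 271 values, 245 stayed within the counting interval (within 1.5-fold for counts of clusters, genes or pairs, spreads and AUROC above 0.5), 25 moved and 1 reversed. The 245 include the pairs, which fell from 49 to 35 after thinning. They also include values that were identical because the setting left the class of cells unchanged, such as the Pecam1 share at other resolutions. The 245 therefore overstate how often stability was tested. The stricter naming rule, the removal of module genes from the clustering and the use of the EC-led cluster for ECs were chosen after seeing the data. The cause was not tested unless stated.

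Removing cells with at least 2 endothelial and 2 mural markers raised the share of EC-like cells to 94.8% and of mural-like cells to 72.7%, by construction, left 1 cluster of mural-like cells, and gave a log2 ratio of Cd9 of 0.49. A mitochondrial limit of 10% lowered the share of EC-like cells to 74.1%. A resolution of 0.8 gave 82.3%. A resolution of 0.3 raised the arterial spread to 2.60 and the tip spread to 0.720. Under the stricter naming rule the EC-like share was 63.1%, since a cluster of 106 cells was unnamed, the arterial spread 0.704, the tip spread 0.0200 and the log2 ratio of Cd9 0.80. That cluster detected 15 of the 15 endothelial markers and had Vegfc and Sema3g of the arterial list among its top genes. These values therefore describe EC-like cells without it. The venous spread stayed between 0.696 and 1.16 and the highest AUROC between 0.843 and 0.963 under all alternatives.

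Clusters of the whole library gave a Type 1-like share of 18.6% and log2 ratios of 3.23 for Tagln, 4.03 for Acta2 and −5.41 for Kcnj8. With clusters from 1 random part of the UMIs and values from the other, Tagln was at 3.42, Acta2 at 3.67 and Myh11 at 2.20. Of the 10 leading genes, 4 were shared. Genes near the minimum of 50 UMIs can be lost from a part of the UMIs, so this overlap does not measure how well the ranking repeats. With 1000 variable features Tagln was at 3.73 and Myh11 at 2.61, and with 20 principal components Myh11 was at 2.45. The direction of Tagln, Acta2, Myh11, Kcnj8 and Abcc9 was the same under all alternatives that gave both Type 1-like and Type 2-like cells, and Abcc9 ranged from −5.12 to −4.03. Type 1-like clusters are named by higher levels of other contractile markers. The direction of Tagln, Acta2 and Myh11 follows in part from that name and is weak evidence of stability.

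With the EC-led cluster of the NG2-DsRed library as the EC side, which removes the difference between batches but includes mural RNA, the log2 ratio of Cd81 was 0.30 in place of 0.80. With each cell weighted equally, the log2 ratio of Cd9 reversed to −0.18. The share of mural-like cells with a Pecam1 UMI was 0 after thinning to 1560 UMIs, where fewer UMIs per cell lower every share. A separate draw at 1858 UMIs retained 3.49%, so the 0 does not show that Pecam1 was absent. In the 14 mural-like cells with no UMI of 15 other endothelial genes, 1 had a Pecam1 UMI (7.14%).

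The removal of cells with both kinds of markers left no Type 1-like and Type 2-like division, so the results on these clusters could not be computed there. It took 88 of the 165 cells of the NG2-DsRed library, so the loss of the division can come from the loss of cells. Both classes from 1 library were not compared for Cd81 and Cd9, because neither library held at least 20 cells of both named classes. The ribosomal limit removed no cell, and the doublet step removed none of the NG2-DsRed library, so leaving them out is no evidence of stability for the results concerned (24 and 11 values). No paired analysis was possible because each condition has 1 library. The number of cells limits all results on Type 1-like cells, of which there were 28. Depth limits those on genes with few UMIs, such as Pecam1 in mural-like cells.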

Differences from the paper's values

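Of the 102 mural-like cells, 27.5% were Type 1-like, where the paper's value for Type 1 PCs is approximately 10% of PCs. The paper's text does not give the number of cells behind its value, and Fig. 2e, which it cites for subtype abundance, shows about 9%, read by eye, without a stated basis, so the denominators may differ and no direction is drawn. None of the alternatives set before the data were examined closed the gap, and the lowest share among them was 18.6%, with clusters of the whole library.

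The paper states that arterial, venous and capillary module scores did not segregate the clusters of ECs. Here the arterial and venous scores differed between the 3 clusters by more than in 99.9% and 99.3% of matched random lists, with spreads of 1.16 and 0.950, and the capillary score did not. The lists used here were written without those behind the paper's scores.

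The paper describes Cd9 as more prevalent in ECs than in PCs. By CPM no difference was detectable (log2 ratio of mural-like to EC-like 0.15, −0.13 to 0.41). The share of cells with a UMI goes the way the paper states, also after thinning (45.2% of EC-like and 30.5% of mural-like cells). So does the ratio with each cell weighted equally, −0.18. Other alternatives go the opposite way, 0.49 without cells carrying both kinds of markers and 0.80 under the stricter naming rule. Both change the classes compared. The former removes 88 of the 165 cells of the NG2-DsRed library, and the latter a cluster of 106 cells with 15 of the 15 endothelial markers. Fig. 3d shows no dot for Cavin1 in PCs, whereas 55.9% of mural-like cells had a Cavin1 UMI when the gene was matched by its identifier. Fig. 1b shows Pgp, which its legend equates with Abcb1, near 0 in most ECs, whereas Abcb1a was found in 96.1% of EC-like cells.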

Other observations

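Of the tests below, those of Pecam1, of immediate-early genes and of the depth behind the arterial genes were written before their results were seen, although the reading of the Pecam1 tests was made stricter afterwards. Those of Pgp, Cavin1 and Cavin2, the mixed cells and the introns were chosen after the result was seen.

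Fig. 1b plots a gene as Pgp, given in the legend as Abcb1. In the deposited gene list the symbol Pgp belongs to ENSMUSG00000043445, which encodes phosphoglycolate phosphatase, while P-glycoprotein is encoded by Abcb1a and Abcb1b. The gene listed as Pgp had UMIs in 28.1% of EC-like cells (23.5 to 33.1), with a highest log-normalized value of 2.04 and a median of 0. Abcb1a had a median of 2.47 and a highest value of 3.76, and Abcb1b UMIs in 3.09% of cells. In Fig. 1b the highest Pgp value is about 2 and most cells lie at 0, read by eye. A candidate explanation is that the plot shows phosphoglycolate phosphatase, in which case it understates the level of P-glycoprotein transcripts.

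Fig. 3d leaves Cavin1 and Cavin2 blank for PCs. In the gene list of the NG2-DsRed library these genes carry their older symbols Ptrf and Sdpr, so a search by the newer symbols finds neither. By identifier, Cavin1 was found in 55.9% of mural-like cells, and the older symbol is a candidate explanation for its blank. Cavin2 was found in 2.94% of mural-like cells (0.611 to 8.36), below the 11.5% of intermediate-cell barcodes, so it would be blank under either symbol and the explanations cannot be told apart for it. The symbols of 1227 of 27040 shared identifiers differ between the libraries, so any comparison by symbol would lose these genes.

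Arterial genes rose and fell together across EC-like cells. Their mean pairwise correlation was 0.141, and 0.0742 with cells thinned to 2823 UMIs, above 100% of 10000 matched random lists, so depth alone is not the cause. After thinning the venous list stood above 99.9% of its random lists, the capillary list above 99.6%, the tip list above 99.7% and the stalk list above 96.0%. A graded arterial to venous difference among strial ECs is a hypothesis, found and tested on the same cells, and a difference between the pooled mice stays open.

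The immediate-early and heat-shock genes of a 16-gene list for dissociation, which includes Fos, Egr1 and Junb that Fig. 1f marks as angiogenic in cochlear ECs, took 4.09% of the UMIs of EC-like cells. They took 4.51% in the EC-led cluster of the other library, 4.08% in Type 1-like and 2.47% in Type 2-like cells, 3.22% in mixed cells, and 0.459% and 0.877% in the intermediate or marginal barcodes of the 2 libraries. The lowest class thus had 11.2% of the level of EC-like cells. Fos alone reached 6123 CPM in EC-like cells and 662 CPM in the intermediate or marginal barcodes. The members rose together, with a mean correlation of 0.315 across EC-like cells, above 100% of matched random lists. A response to the enzymes and to incubation at 37°C would reach every class, but classes may differ in it, and most intermediate and marginal barcodes exceeded the mitochondrial limit. A response to dissociation and expression in the tissue cannot be told apart here, because undissociated cells were not measured.

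Pecam1 in mural-like cells stood at 6.89% of its level in the EC-led cluster (3.51 to 12.3), above the median of 15 other endothelial genes and within their range, where Eng (33.2%) and Emcn (23.6%) stood higher. Its CPM was 8.80 times that of intermediate-cell barcodes, with an interval of 1.30 to 376. Free endothelial RNA and expression by the cells cannot be told apart from 12 UMIs. Cells with a Pecam1 UMI (10 cells, median 4110 UMIs) had 1.16 times the share of other endothelial UMIs of cells without (92 cells, median 2979.5), with an interval of 0.844 to 1.57. Without the 3 genes that mural-like cells carry at over 10% of the endothelial level (Esam, Eng and Emcn), left out after seeing the data, the ratio over 12 genes was 3.35 (2.06 to 5.33). That rests on 1 cell, and without it the ratio was 1.62 (0.793 to 3.07). Attached endothelial fragments therefore stay open too. UMIs of Cldn5, Flt1 and Ptprb lay almost wholly in the Type 1-like cells, which held 7 of the 12 Pecam1 UMIs. The Type 2-like cells held the other 5, with 1 UMI of Cldn5 and 0 of Flt1 and Ptprb, so these genes gave no sign of fragments there. The tests do not address the PECAM-1 protein signal in tissue.

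The cells of both libraries came from mice of both sexes. Of the EC-like cells, 166 had Xist UMIs only, 108 UMIs of Y-linked genes only and 5 both, and of the mural-like cells 51, 26 and 1. Fig. 2j labels Xist among the genes higher in cochlear than in brain PCs. The sexes of the brain samples were not analysed here.

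Genes with long introns were higher in the Tie2-GFP library relative to the NG2-DsRed library. Over 6546 genes in endothelial cells of the 2 libraries, the median log2 ratio was −0.34 in the shortest of 4 equal groups by intron length (median 2607 bp) and 0.12 in the longest (median 97706 bp), a difference of 0.46. The headers name Cell Ranger 7.0.0, which counts intronic reads by default, and version 3.0.0, which does not. Intronic reads counted in 1 library only could give such a difference, but batch, depth and the 13 endothelial cells of the NG2-DsRed library could as well, and these cannot be told apart. Ratios between the libraries, such as those of EC-like to mural-like cells, would carry such an offset.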
